# Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells

**DOI:** 10.7717/peerj.8522

**Published:** 2020-02-12

**Authors:** Phongsakorn Chuammitri, Soulasack Vannamahaxay, Benjaporn Sornpet, Kidsadagon Pringproa, Prapas Patchanee

**Keywords:** MicroRNAs, Canine parvovirus, CPV-2c, miR-1247-3p, Target genes, Crandell Reese Feline Kidney cells, Small RNA-seq

## Abstract

**Background:**

MicroRNAs (miRNAs) play an essential role in gene regulators in many biological and molecular phenomena. Unraveling the involvement of miRNA as a key cellular factor during in vitro canine parvovirus (CPV) infection may facilitate the discovery of potential intervention candidates. However, the examination of miRNA expression profiles in CPV in tissue culture systems has not been fully elucidated.

**Method:**

In the present study, we utilized high-throughput small RNA-seq (sRNA-seq) technology to investigate the altered miRNA profiling in miRNA libraries from uninfected (Control) and CPV-2c infected Crandell Reese Feline Kidney cells.

**Results:**

We identified five of known miRNAs (miR-222-5p, miR-365-2-5p, miR-1247-3p, miR-322-5p and miR-361-3p) and three novel miRNAs (Novel 137, Novel 141 and Novel 102) by sRNA-seq with differentially expressed genes in the miRNA repertoire of CPV-infected cells over control. We further predicted the potential target genes of the aforementioned miRNAs using sequence homology algorithms. Notably, the targets of miR-1247-3p exhibited a potential function associated with cellular defense and humoral response to CPV. To extend the probing scheme for gene targets of miR-1247-3p, we explored and performed Gene Ontology (GO) enrichment analysis of its target genes. We discovered 229 putative targets from a total of 38 enriched GO terms. The top over-represented GO enrichment in biological process were lymphocyte activation and differentiation, marginal zone B cell differentiation, negative regulation of cytokine production, negative regulation of programed cell death, and negative regulation of signaling. We next constructed a GO biological process network composed of 28 target genes of miR-1247-3p, of which, some genes, namely *BCL6*, *DLL1*, *GATA3*, *IL6*, *LEF1*, *LFNG* and *WNT1* were among the genes with obviously intersected in multiple GO terms.

**Conclusion:**

The miRNA-1247-3p and its cognate target genes suggested their great potential as novel therapeutic targets or diagnostic biomarkers of CPV or other related viruses.

## Introduction

Canine parvovirus (CPV) is a common cause of viral enteritis in puppies with high morbidity and mortality. The virus has a wide host range in many mammalian families, including dogs, cats, ferrets, minks and raccoons (Kapil et al., 2007). CPV is a non-enveloped virus, single-stranded DNA virus in the *Parvoviridae* family (Cotmore et al., 2014). The compact genome (approximately 5,000 nt) encodes two nonstructural proteins (NS1 and NS2) and three capsid proteins (VP1, VP2 and VP3) through an alternative splicing of the same mRNAs (Berns & Parrish, 2007). CPV is globally distributed, and this virus has been evolutionarily diverged from CPV-1 to its present forms of CPV-2 subtypes; CPV-2, CPV-2a, CPV-2b and CPV-2c (Truyen, 2006). CPV-2 can cause severe hemorrhagic gastroenteritis in dogs, owing to amino acid substitutions harboring at VP2 capsid protein (Truyen, 2006).

MicroRNAs (miRNAs) are small non-coding RNAs, produced within the nuclei from miRNA gene transcription. The miRNA biogenesis starts with a long nucleotide sequences of the miRNAs which are folded into hairpin configuration, known as “primary miRNAs or pri-miRNAs”. Later on, the shortening and editing of pri-miRNAs occurred by the activity of Drosha and DGCR9 enzymes, making a shorter version of miRNAs and soon to be called “pre-miRNA”. The pre-miRNA, an ~70-nucleotide in length, is exported to the cytosol where the Dicer repeatedly chops the sequences once again here to make an ~20-bp miRNA/miRNA* duplex (Krol, Loedige & Filipowicz, 2010). The functional miRNA, ~18–22 nt long, represents a mature miRNA, which can be incorporated into the miRNA-induced silencing complex (miRISC). The miRNAs, altogether with its cognate target mRNAs, function as gene expression regulators as part of miRISC by preventing protein translation, mRNA deadenylation, and mRNA target cleavage (Krol, Loedige & Filipowicz, 2010).

MicroRNAs play a pivotal role in many biological and molecular phenomena. Some miRNAs are involved in the regulation of genes related to the specific process in mammalian cells, such as cell differentiation, cell migration, cell signaling, various pathologies and apoptosis (Bartel, 2004; Krol, Loedige & Filipowicz, 2010). Some particular miRNAs may have a universal function during virus establishment and infections. Understanding the involvement of host factors in virus infection, modulated by miRNAs, may facilitate the discovery of potential intervention candidates, that is, therapeutic silencing of miR-122 in chronic hepatitis C virus infection (Henke et al., 2008). The potential targets of conserved and novel miRNAs could be predicted using sequence homology algorithms across different mammalian species. The deregulation of miRNA can involve in tumorigenesis, and some miRNAs are known to behave as an oncogene or tumor suppressor genes (Bartel, 2004). Furthermore, miRNAs have great potential as diagnostic or prognostic biomarkers and novel therapeutic targets. However, the change of miRNA expression profiles in CPV in tissue culture systems has not been fully elucidated.

Recently, a few researchers have studied the miRNA repertoire using domestic cats (*Felis catus*) or cell culture originated from feline kidney cells as a basis to study CPV/Mink enteritis virus (MEV) infection model (Sun et al., 2014; Zhou et al., 2017). In the present study, we performed and utilized high throughput approach via miRNA-seq experiments to identify the altered miRNA profiling in miRNA libraries of uninfected and CPV-2c infected Crandell Reese Feline Kidney (CRFK) cells. Among miRNA repertoire retrieved from sequencing libraries, we would expect to see a dramatic expression of many miRNAs, but interestingly, miR-1247-3p appears to be one associated with cellular and humoral host defense response to CPV. At this point, there is little or nothing known about miR-1247 regarding its functionality related to CPV or other viruses. In this report, we have identified the targets of miR-1247-3p, along with other miRNAs; miR-222-5p, miR-365-2-5p, miR-322-5p and miR-361-3p, in CRFK cell infected with CPV-2c. We also analyze and report on relevant data between miR-1247-3p and its essential target genes representing biological pathways associated with CPV infection.

## Materials and Methods

### Clinical and viral samples

Rectal swab samples of four dogs with clinical signs of hemorrhagic gastroenteritis and suspected of CPV infection were analyzed. Samples were collected when the outbreak of CPV had occurred in Vientiane, Laos, during February–April, 2016 (Vannamahaxay et al., 2017).

### Ethics statement and sample collection

Animal use protocol for taking rectal swab samples from dogs was approved by the Institutional Animal Care and Use Committee, Faculty of Veterinary Medicine, Chiang Mai University, Thailand (FVM-ACUC, Permission No. R14/2559). Written informed consent was provided by each dog’s owner. Cotton swabs soaked with sterile phosphate-buffered saline containing antibiotics were used. Rectal swab samples were kept frozen for further analysis of CPV by PCR/real-time PCR and virus isolation.

### Cell culture and maintenance

Crandell Reese Feline Kidney cells (CRFK ATCC^®^ CCL-94™, Lot: 60980363) derived from *F. catus* (cat) cortex of kidney at passage no. 182 were propagated and maintained in 25 cm^2^ flasks filled with Dulbecco’s Modified Eagle Medium high glucose (DMEM, Gibco; Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 5% v/v fetal bovine serum, 200 IU/ml penicillin G Sodium/200 μg/mL Streptomycin sulfate (Gibco). Cells were incubated at 37 °C in a humidified 5% CO_2_ incubator until 80% confluent monolayer before further experiments (Crandell, Fabricant & Nelson-Rees, 1973; Luo et al., 2016).

### Virus isolation and harvest

Fecal samples containing defined CPV-2c strains (Accession # KX601665 to KX60168) were thawed at RT; homogenized completely; spun at 8,000 rpm for 5 min at RT. The supernatant was aspirated and filtered through 0.22 μm syringe filter (Minisart^®^ Syringe Filter, Sartorius, Goettingen, Germany). Filtered fluid containing the virus was kept frozen (−80 °C) until use.

Confluent CRFK monolayer cells (80%) in 25 cm^2^ flasks were infected with supernatant as stated earlier. After adsorbed for 1 h at 37 °C, the inoculum was removed, and DMEM with 5% FBS was added then the cells were again incubated at 37 °C. Cell cultures were observed daily during 3–5 days to monitor the appearance of cytopathic effects (CPE). Sample exhibited CPE in the infection conditions with some forms of rounding and clumping within 48 h and detachment within 72 h of incubation. The infected CRFKs were subjected to three rounds of freezing and thawing cycles. The supernatants were collected; tested for genomic DNA of CPV; stored at −80 °C until further use.

### Infection of CRFK cells

Viral samples were flash thawed at 37 °C by submerging in water bath. The cryotubes containing thawed virus were spun at 8,000 rpm for 5 min at 4 °C. The supernatant was aspirated and filtered through 0.22 μm syringe filter. Confluent CRFK monolayer cells (80%) in 25 cm^2^ flasks were infected with CPV-2c strains at MOI of 0.1. After adsorbed for 1 h at 37 °C, the inoculum was removed, and DMEM with 5% FBS was added then the cells were again incubated at 37 °C. Cell cultures were observed daily during 3–5 days to monitor the appearance of CPE. Samples appeared with CPE, no later than 96 h were subjected to RNA isolations.

### RNA isolation, library preparation and sequencing

#### RNA isolation

Total RNA of CRFK infected with CPV-2c Laotian stains (CPV) or control was isolated using RNAzol^®^ RT reagent (Sigma–Aldrich, St. Louis, MO, USA) plus Direct-zol™ RNA Miniprep kit (Zymo Research, Irvine, CA, USA) as manufacture’s protocol with slight modifications. In brief, the CRFK cells were lysed directly on cell culture flask with RNAzol RT reagent and mixed thoroughly. Then, the sample lysates were proceeded to RNA purification using Zymo-Spin™ IIC Column. The total RNA were eluted with DNase/RNase-free water.

#### RNA quantification and qualification

The 1% agarose gels were run to check the RNA degradation/contamination. RNA purity was verified using the NanoPhotometer^®^ spectrophotometer (Implen, Inc., Westlake Village, CA, USA) and performed by Novogene Experimental Department (Novogene Genomics, Singapore). RNA integrity together with quantitation were evaluated with RNA Nano 6000 Assay Kit of the Agilent Bioanalyzer 2100 system (Agilent Technologies, Santa Clara, CA, USA).

#### Library preparation for clustering and small RNA sequencing

A total amount of three μg total RNA per sample was aliquoted and later prepared a small RNA (sRNA) library. For sequencing library generation, NEBNext^®^ Multiplex sRNA Library Prep Set for Illumina^®^ (New England Biolabs, Ipswich, MA, USA) was used as per manufacturer’s directions. The adding of index codes was done to assign sequences for each sample performed. TruSeq SR Cluster Kit v3-cBot-HS (Illumina, San Diego, CA, USA) was used to performing the clustering of index-coded samples. The libraries were sequenced on an IlluminaHiseq 2000 machine to generate the 50 bp single-end reads. The whole process of sequencing was performed at Novogene.

### MicroRNA expression analyses

#### Quality control and reads mapping to the reference sequence

Raw reads of *fastq* format were processed and filtered through *perl* and *python* scripts. The high-quality reads were obtained with Q20, Q30 margin from the calculation. The downstream analyses were based mainly on the clean and high-quality reads. The Fastq sequence of sRNA reads was mapped to reference genome (*Mus musculus* mm10) by Bowtie (Langmead et al., 2009).

#### Known miRNA alignment

The miRBase release 22.1 (October 2018) was used as reference. The miRDeep2 (Friedländer et al., 2011) was served as a tool for searching for known miRNA and sRNA-tools-cli helped identify the potential miRNA. The miRNA counts and base bias on the first position of miRNA were obtained using custom scripts in *perl*. RepeatMasker, Rfam database or annotations compiled from other similar databases were used as a tool to identify and remove sequences from protein-coding genes, repeat sequences, rRNA, tRNA, snRNA and snoRNA. The remaining unique sRNA sequences were kept for further analysis.

#### Novel miRNA prediction

The miREvo (Wen et al., 2012) and miRDeep2 softwares (Friedländer et al., 2011) were employed to predict novel miRNA from un-annotation in the previous steps, as well as, helped identify novel miRNA counts, base bias on either the first position or on each position of all novel miRNAs.

#### Small RNA annotation

The unique sRNA (mapped to only one annotation) was allocated using this priority rule: known miRNA > rRNA > tRNA > snRNA > snoRNA > repeat > gene > NAT-siRNA > gene > novel miRNA > ta-siRNA.

#### miRNA editing analysis

The seed region, position 2–8 of a mature miRNA, was identified by aligning all sRNA tags to mature miRNA. Only one nucleotide mismatch at the seed region was permitted.

#### miRNA family analysis

The miFam.dat (http://www.mirbase.org/ftp.shtml) was used to explore the miRNA families in our samples. The Rfam (http://rfam.sanger.ac.uk/search/) aided in searching for novel miRNA precursor family.

#### Target gene prediction

The miRNA target gene prediction was executed by using miRanda (Enright et al., 2003).

### Quantification of miRNA

The miRNA read counts was normalized as transcript per million (TPM) (Zhou et al., 2010) based on the following formula: Normalized expression = mapped read count/Total reads × 10^6^.

### Differential expression of miRNA

The DESeq R package (1.20.0) (Anders & Huber, 2010; Wang et al., 2010) and iDEP.90 (http://bioinformatics.sdstate.edu/idep/) (Ge, Son & Yao, 2018) were facilitated differential gene expression analysis. The resulting *p*-values were adjusted using the Benjamini and Hochberg’s false discovery rate (FDR) (Benjamini & Hochberg, 1995). Genes with an adjusted *p*-value < 0.05 found by DESeq2 were assigned as differentially expressed. The *p*-value was adjusted using *q* value (Storey, 2003). The *q* value < 0.05 and log2 (fold change) > 1 was set as the threshold for significant differential expression by default.

### Gene ontology and KEGG enrichment analysis of differentially expressed miRNA genes

Gene Ontology (GO) enrichment analysis of differentially expressed miRNA genes were implemented by the iDEP.90 web-based analysis software, PANTHER GO Enrichment Analysis (http://geneontology.org/) (Ashburner et al., 2000; The Gene Ontology Consortium, 2019; Mi, Muruganujan & Thomas, 2012), g:Profiler/g:GOSt/g:Convert (https://biit.cs.ut.ee/gprofiler/gost) (Raudvere et al., 2019; Reimand et al., 2007), ClueGO and CluePedia Cytoscape plug-in (http://apps.cytoscape.org/apps/cluego) (Bindea et al., 2009) and GOseq R package, in which gene length bias was corrected. GO terms with corrected *p*-value less than 0.05 were considered significantly enriched by differential expressed genes (Young et al., 2010). Kyoto Encyclopedia of Genes and Genomes, KEGG (https://www.genome.jp/kegg/) and KOBAS were used as a resource for examining the pathways and associated functions of genes (Kanehisa et al., 2007; Mao et al., 2005; Kanehisa & Goto, 2000).

### Protein–Protein interaction analysis of differentially expressed genes

Protein–protein interaction (PPI) analysis of differentially expressed genes (DEGs) were based on feline species (*F. catus*) in the STRING database (https://string-db.org/) (Szklarczyk et al., 2018).

### Statistical analysis of miRNA-seq experiments

Statistical analyses were performed using the R software version 3.5.1/R studio version 1.1.456. The graphic illustrations were also generated by VennDiagram, calibrate, datasets, ggplot2, viridis R packages. The coefficient of determination (*R*^2^) and *Z*-score were computed by *R* and the heatmap.2 function of the gplots R package. Differential expression analysis was carried out using DESeq2. Chord diagram pairwise correlations between clusters were visualized as chord diagrams in R using the circlize package. For dimensionality reduction visualizations, we used the *t*-SNE algorithm (Van der Maaten & Hinton, 2008). FDR was used for *p*-value correction (Benjamini & Hochberg, 1995). The *p-*value of < 0.05 considered to be statistically significant.

## Results

### Summary of sRNA library dataset by deep sequencing in CRFK cells infected with CPV-2c Laotian isolates

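Small RNA was sequenced in 4 libraries from CRFK cells, a feline kidney cell line, with 2 libraries from uninfected cells (Control 01 and Control 02) and 2 from infected cells (CPV 01 and CPV 02). CPV 01 was infected with the Laotian isolate C22 and CPV 02 with the isolate VTE034, both at a multiplicity of infection of 0.1, so the spread between the CPV libraries includes any difference between isolates. The methods place RNA isolation no later than 96 h after infection, whereas the sample labels give 72 h. For each library the authors deposited 1 read count and 1 TPM value for every mature miRNA, with 560 miRNAs listed in each library. They mapped the reads to the mouse genome with Bowtie, took known miRNAs from the mouse entries of miRBase with miRDeep2, and predicted further miRNAs with miREvo and miRDeep2. TPM was each count divided by the library's miRNA total, on a scale common to all libraries. Reads on miRNAs summed to 11616107 in Control 01, 9429974 in Control 02, 11538567 in CPV 01 and 16230944 in CPV 02, and all values below use these totals. At this depth 1 read was worth between 0.0616 TPM (CPV 02) and 0.106 TPM (Control 02). A count of 0 allowed a level of up to 3 reads, or 0.185 TPM in CPV 02 and 0.318 TPM in Control 02. These limits cover counting error only, since the reads carried no molecular identifiers. CPV was compared with Control on the counts with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization, over the 338 miRNAs kept by the filterByExpr function at a minimum count of 10. A miRNA was called at an adjusted p below 0.05 and a change of more than 2-fold. With 2 libraries per group an exact permutation test of a single miRNA cannot give a two-sided p below 0.333, so the spread was estimated across all miRNAs. The paper calls the replicates technical in 1 place and biological in others, and they were treated as biological here. If they were technical, the SDs and adjusted p would not cover the variation between cultures. The biological coefficient of variation in this fit was 0.467.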

We have constructed two libraries from uninfected cells (Control) and CPV-2c infections (CPV) to analyze the miRNA collections. To identify the target genes, Illumina HiSeq 2000 was utilized. A total of raw reads ranged from 23,466,804 to 26,337,331 reads were obtained, of which 25,230,038 and 25,410,594 raw reads were generated in control cells sRNA libraries, and 23,466,804 and 26,337,331 were produced in CPV-2 infected cells, respectively (Table S1).

Moreover, 98.66% and 98.08% raw reads of high quality for the Control, and 97.63% and 98.48% libraries for CPV groups were defined as clean reads, respectively. For further length distribution analysis, 18–30 nucleotides (nt) total sRNA sequences were selected (Fig. 1), with 21–22 nt long sequences with high frequency is routinely considered the length of miRNAs in animals. The frequency of Control sRNA libraries was 28.33% and 20.85% (22 nt), while the CPV sRNA libraries was 25.91% (23 nt) and 30.29% (22 nt). The percentage of sRNAs of 24 nt was significantly higher than that of other sRNAs.

**Figure 1:**
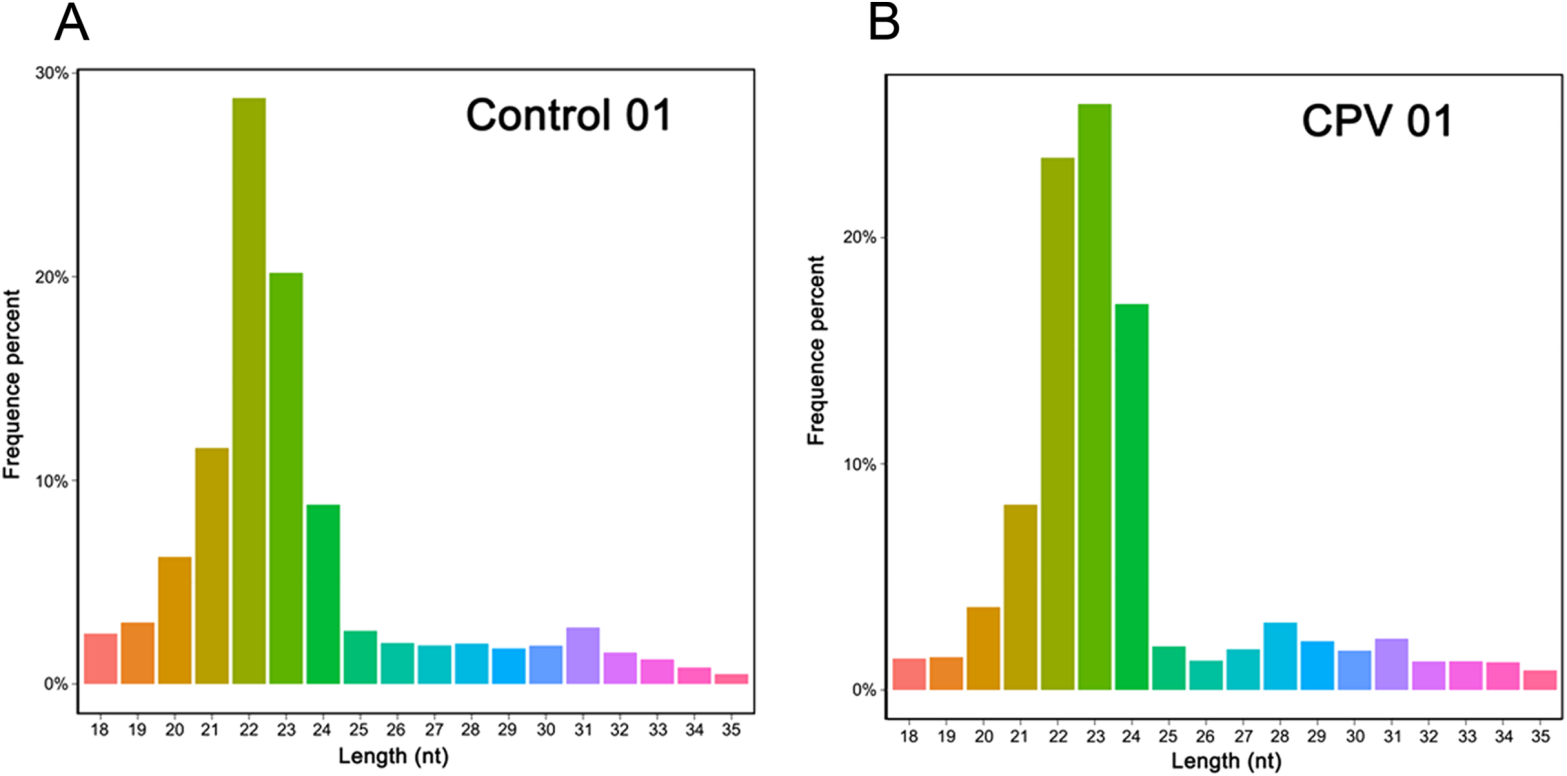
Length distribution of small RNAs in the Control (A) and CPV infection (B) libraries of CRFK cells. *x*-axis, length of small RNA distribution; *y*-axis, percentage frequency of corresponding raw reads (representative figures).

Next, we performed the mapping of the sRNA reads to the genome by bowtie to analyze their expression and distribution in the genome. Based on unavailable database of miRNA in *F. catu*s genome, the sRNAs were allocated against the mouse genome. A total of 17,464,428–17,492,270 reads (76.92–78.48%) unique mapped sRNA was found in Control libraries, and 15,118,021–19,220,070 reads (70.39–76.74%) mapped sRNA was indicated in CPV libraries, respectively. These mapped sRNAs in each library comprised of known miRNAs, other RNA species, including putative novel miRNAs, and unannotated other fragments (Table S2). Additionally, unannotated reads accounted for 4.51–8.68% in all libraries (Table S2).

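Known miRNAs took 11611835 of the deposited miRNA reads in Control 01, 9425047 in Control 02, 11530448 in CPV 01 and 16225160 in CPV 02. Predicted miRNAs, which are those found by miREvo and miRDeep2 and absent from the mouse entries of miRBase, took 4272, 4927, 8119 and 5784 reads in the same order. The paper's totals of mapped small RNA reads in Table S2 are 17492270, 17464428, 15118021 and 19220070. Table S2 assigns 63.3% and 51.9% of them to known miRNAs in the Control libraries and 73.7% and 81.3% in the CPV libraries. The deposited miRNA reads come to 66.4%, 54.0%, 76.3% and 84.4% of the same totals. These are ratios and not shares, because the same read can have been counted for more than 1 miRNA. By either measure both CPV libraries lay above both Control libraries, a separation that 2 libraries against 2 cannot place below p = 0.333 in a two-sided exact permutation test. Scaling to miRNA totals, as in TPM, takes out this difference.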

### Analysis of known miRNA and identification of conserved and evolutionarily known miRNAs

miRNA is produced by Dicer from pri-miRNA. Because of specificity of the cleavage site, miRNA has some preference on bases at different positions. For example, the first base from the 5′ end has a strong preference of U (Fig. 2A), but resistant to G; bases from position 2 to 4 on the 5′ end are usually resistant to U; bases from position 10 (this position is the cleavage site when miRNA regulates mRNA) has a strong A preference (Fig. 2B). The mapped reads align to a specific special in the miRBase22 (v22.1, October 2018) get the details of each sample’s known miRNA information. The majority of the first base from the 5′ end of mature miRNAs had U (21–24 nt). At bases 2–4, the resistance to U was indicated. At base 10, the strong preference of A was located (Fig. 2B). These findings indicated the specificity of miRNAs found in both Control and CPV infected cells, as reported in a theoretical way (Table S3). The miRNA information in this study was in agreement with those reports (Khaldun et al., 2015; Liu et al., 2017).

**Figure 2:**
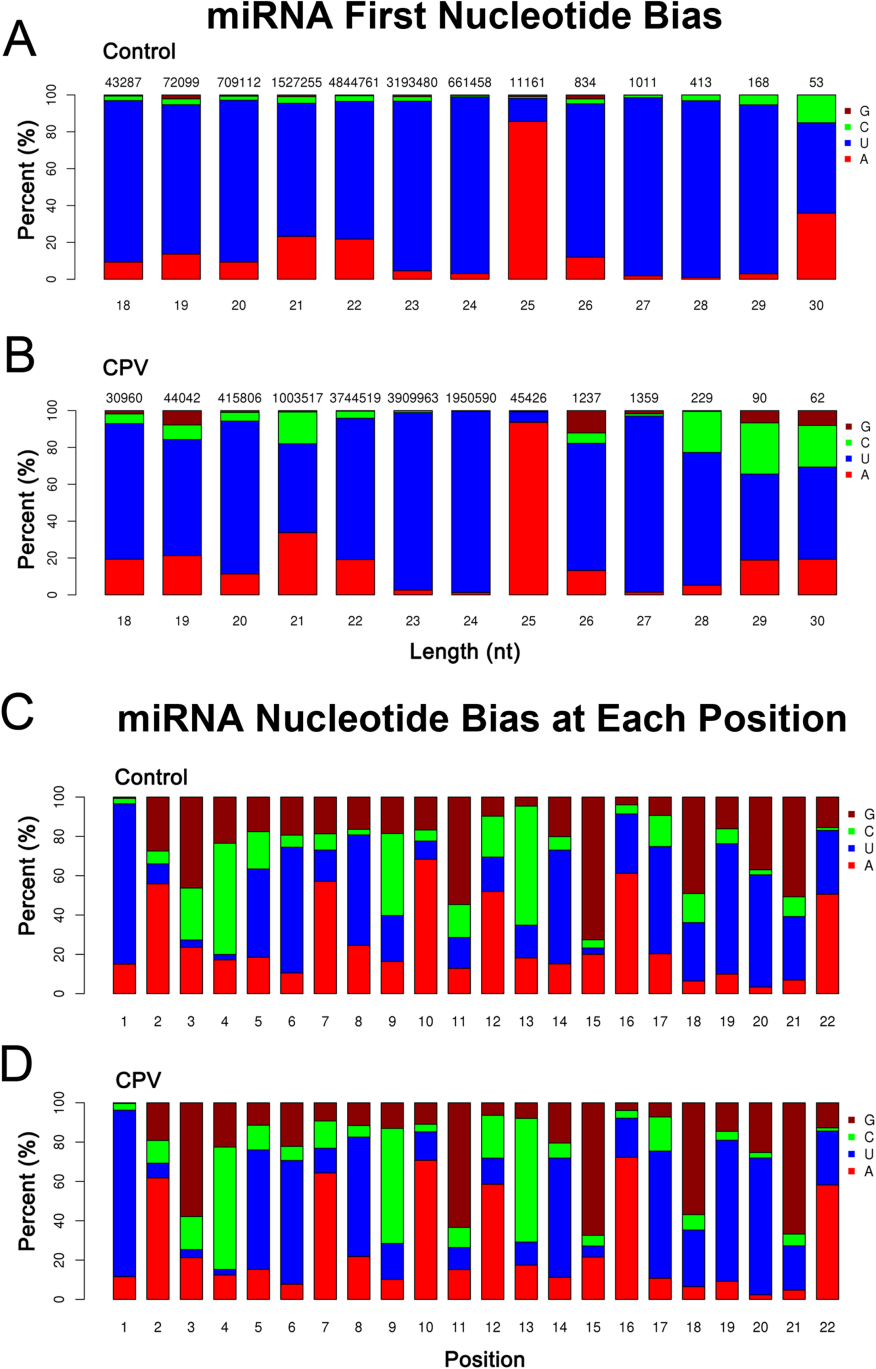
First nucleotide bias and nucleotide bias at each position of known feline miRNAs. (A) First nucleotide bias of known *Felis catus* miRNA candidates in control and (B) CPV libraries. The number on top of the bars indicated the number of sequences corresponding to the miRNA length (nt). *x*-axis, length of miRNAs; *y*-axis, responding percentages of each nucleotide. (C) Nucleotide bias at each position in control and (D) CPV libraries. *x*-axis, position of nucleotide in miRNAs; *y*-axis, responding percentages of each nucleotide.

The sRNA libraries (miRNA) were searched for known mature *mmu* miRNAs that were publicly reported in miRBase22. After searching and subsequent sequence analyses, 333 known hairpin structures were revealed, which actually corresponded to 420 unique mature miRNA sequences (Table S4). Those miRNAs were conserved among animals and plant species, representing 177 diversified miRNA families. In addition, among these 420 known miRNAs, 11 miRNAs were differentially expressed in the CPV vs. Control libraries.

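The deposited counts listed 420 known miRNAs, of which 373 had at least 1 read in Control 01, 377 in Control 02, 375 in CPV 01 and 395 in CPV 02. Many were rare. Of all 560 listed miRNAs, 43.8% had fewer than 10 reads in Control 01, 42.1% in Control 02, 38.0% in CPV 01 and 36.8% in CPV 02. Among known miRNAs with at least 10 reads in every library, 9 pairs had counts within 5% of each other in all 4 libraries. For example, miR-24-3p had 87044 reads in Control 01 and miR-3074-5p had 86791. The counts of such pairs, among them miR-24-3p and miR-24-2-5p, are uncertain because the same reads can have been counted for both members.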

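When known miRNAs were tested alone, 311 passed the filter and 1 was called, miR-222-5p, which was higher in CPV with a log2 fold change of 3.45 (standard error 0.80, adjusted p = 0.0368 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The adjusted p of miR-222-5p ranged from 5.49e-05 to 0.458 over the 13 alternatives set beforehand. At an adjusted p below 0.1, 6 known miRNAs were higher in CPV and 1 was lower in this restricted test. With predicted miRNAs tested alongside, 2 known miRNAs were higher and 1 was lower at that level. DESeq2 on the same counts gave 5 known miRNAs higher and 2 lower, together with 1 predicted miRNA higher and 3 lower.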

### Prediction of potentially novel miRNAs and nucleotide bias

The characteristic hairpin structure of miRNA precursor can be used to predict novel miRNA. We used miREvo (Wen et al., 2012) and miRDeep2 (Friedländer et al., 2011) software to predict novel miRNA. We followed the following priority rule: known miRNA > rRNA > tRNA > snRNA > snoRNA > repeat > gene > novel miRNA. The number of novel miRNAs was summarized in Table S5. 

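The deposited counts listed 140 predicted miRNAs under numbered identifiers that match the numbers in Fig. 5, so that novel_137 in the counts is the paper's number 137. At least 1 read was found for 100 of them in Control 01, 101 in Control 02, 120 in CPV 01 and 115 in CPV 02. Many were close to the limit of detection. Over all 4 libraries together, 58 of the 140 had fewer than 10 reads, and 27 passed the filter for testing.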

The novel *F. catus* miRNAs found in this study was as follows; mapped hairpin (*n* = 141), mapped mature miRNA (*n* = 140), and mapped star (*) of miRNA (*n* = 68), respectively. The majority of these novel miRNAs had a length of 22–23 nt in both of the libraries (Control vs. CPV), and started with a 5′ U. Similarly, the majority of known miRNAs had 22–23 nt in both Control and CPV libraries, with a 5′ U. A total of 140 novel mature miRNA sequences was obtained from both Control and CPV libraries (Table S5). The novel miRNA precursors expanded from 46 to 295 nts in length. The majority of the first nucleotide bias of novel miRNAs (Fig. S1) had similar patterns as of those found in known miRNAs, as above mentioned in this section (Fig. 2).

### miRNA family analysis

We have also explored the occurrence of known miRNA and novel miRNA families identified from the sample in human, other animal species, worm, fly, fish, amphibian and plant. From our data, the member numbers of different miRNA families were 177 families listed in Table S6.

### Differentially expressed known and novel miRNAs between control and CPV infection

#### sRNA-seq correlation and characteristics of sRNA-seq data

Biological replicates are necessary for any biological experiment, including those involving RNA-seq technology (Hansen et al., 2011). In RNA-seq, replicates have two main advantages. First, they demonstrate whether the experiment is repeatable, and secondly, they can reveal differences in gene expression between samples. The correlation between samples is an important indicator for testing the reliability of the experiment. The closer the correlation coefficient is to 1, the greater the similarity of the samples. ENCODE suggests that the square of the Pearson correlation coefficient should be larger than 0.92, under ideal experimental conditions (ENCODE Project Consortium, 2004). In this project, the *R*^2^ were larger than 0.93 (Fig. 3A). 

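The squared Pearson correlation was computed across the 560 miRNAs on log2(TPM + 1). It was 0.976 between the Control libraries and 0.961 between the CPV libraries. Between groups it was 0.938 for Control 01 and CPV 01, 0.960 for Control 02 and CPV 01, 0.973 for Control 01 and CPV 02, and 0.972 for Control 02 and CPV 02. These values are across miRNAs, which are not independent replicates. Bootstrapping the miRNAs gave 95% intervals of 0.971 to 0.980 within Control and 0.954 to 0.968 within CPV. CPV 02 thus correlated more closely with each Control library than with CPV 01. The largest shift came from restricting the comparison to the 301 miRNAs with at least 10 reads in every library, where the lowest value fell to 0.894.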

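Among the 301 miRNAs with at least 10 reads in every library, the median absolute difference of log2(TPM + 1) was 0.56 between Control 01 and Control 02 and 0.72 between CPV 01 and CPV 02. More than a 2-fold difference was seen for 58 of these miRNAs between the Control libraries and for 90 between the CPV libraries. Between groups the median difference was 0.82 for Control 01 and CPV 01, 0.66 for Control 02 and CPV 01, 0.61 for Control 01 and CPV 02 and 0.53 for Control 02 and CPV 02. More than a 2-fold difference was seen for 131, 85, 83 and 67 miRNAs in the same order. By both measures the CPV replicates differed more than 3 of the 4 pairs between groups. The Control replicates differed more than 1 of the 4 by the median and less than all 4 by the 2-fold count.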

Variations among technical replicates were minimal. These observations can also be confirmed by the correlation matrix. For Pearson correlation, the correlation coefficient within group and between groups were larger than 0.92 demonstrating that the experiment was repeatable, and could be revealed differences in gene expression between samples (Fig. 3A).

**Figure 3:**
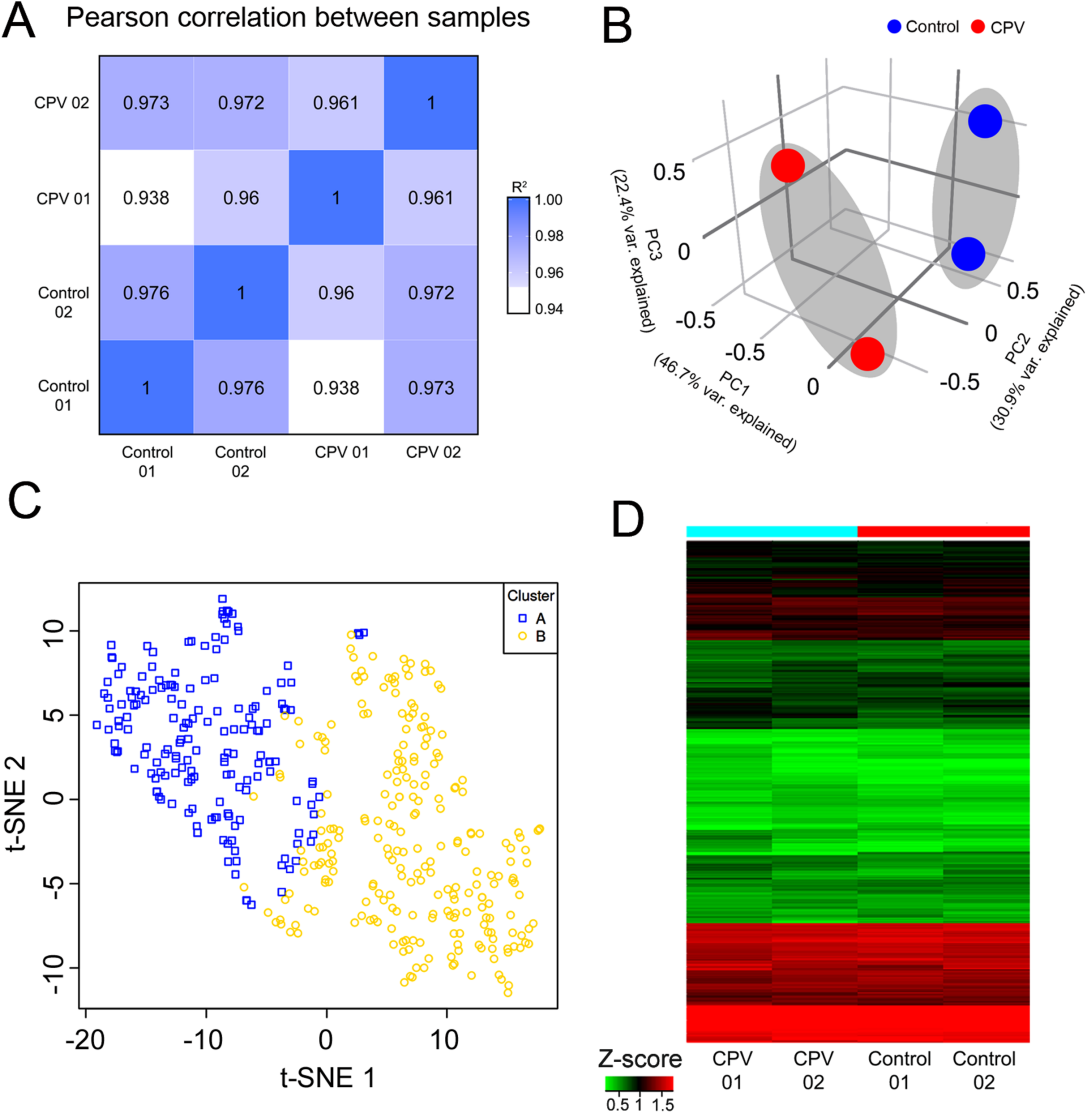
Small RNA-seq correlation and characteristics of small RNA-seq data. (A) RNA-seq correlation coefficient between each sample showed in heatmap of the Pearson correlation coefficients. The *R*^2^ across all samples was 0.938 to 0.976. (B) Principal component analysis (PCA) of gene expression profiles of all samples. Control CRFK cells (Control) are shown in blue dots; CPV infected group (CPV) presented by red dots. (C) The dimensionality reduction technique (t-SNE) of small RNA-seq data were arranged in two clusters (A and B) based on the similarity of their gene expression profiles. (D) Heatmap of gene expression (*Z*-score) in each control sample (Control) and CPV-infected sample (CPV), colors indicate the up- (red) and down-regulation (green) of gene expression.

The Principal Component Analysis (PCA) showed that, either Control or CPV library was grouped together, differed apart from each other (Fig. 3B). PCA plot using the first and second principal components is shown in Fig. 3B. 

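A principal component analysis was made on log2(TPM + 1) of the 560 miRNAs, centred and not scaled. The first component held 58.8% of the variance and the second 24.6%, together 83.4% (95% interval 81.0% to 86.3% from bootstrapping the miRNAs). On the first component Control 01 lay at -11.5, Control 02 at -2.4, CPV 02 at -0.2 and CPV 01 at 14.1. On the second component CPV 02 lay at -9.6, Control 01 at 1.1, CPV 01 at 1.8 and Control 02 at 6.7. Both CPV libraries thus lay above both Control libraries on the first component. This order held under 3 of the 4 alternatives and not on log2(CPM + 4), where CPV 02 lay below Control 02. Over both components the Control libraries were 10.7 apart, less than each pair between groups. The CPV libraries were 18.3 apart, more than 3 of the 4 pairs between groups, and more than 2 of the 4 on log2(TPM + 0.1). Scaling each miRNA to unit variance moved the joint share most, to 76.9%. With 4 libraries there are 3 components in all, and no test of the separation was made.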

There was a clear difference between the CPV-infected and the control samples, along the first two principal components that explain 77.6% of the variance. The mixed gene expression pattern in exploratory miRNA species heterogeneity in Control and CPV infection was retrieved from sRNA-seq. To reduce the complexity of data for interpretation (*n* = 420, mapped mature miRNAs), we have performed and used the dimension reduction algorithm t-Distributed Stochastic Neighbor Embedding (t-SNE) to review our miRNA expression data (Fig. 3C). Because of high-dimensional datasets, this technique can be implemented, allowing it to be applied to large real-world datasets, resulting in well suited for the easy visualization. To identify the read count subset defined by specific miRNA gene expression signatures, unsupervised clustering of 420 mature miRNAs were identified and clustered into two groups by t-SNE, matching the known heterogeneity of transcripts of miRNA genes. 

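The t-SNE coordinates were not recomputed here. In its place the 420 known miRNAs were split by k-means into 2 clusters on their log2(TPM + 1) in the 4 libraries. The clusters held 142 and 278 miRNAs. Their median log2(TPM + 1) was 9.85 and 1.54, so the split followed abundance. The same split made within each library alone placed at least 91.9% of the known miRNAs in the same cluster for any pair of libraries. The lowest share was between Control 01 and CPV 01, and that between the Control libraries was 94.3%. With each miRNA scaled to unit variance, which removes abundance, the clusters held 210 miRNAs each.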

The t-SNE visualization of Control/CPV showed limited overlap between two miRNA libraries. The t-SNE result of a mixture of miRNAs in Control in combination with infected-cells (CPV) showed dividing data into 2 clusters, as depicted by dots with different color schemes (cluster A–B, Fig. 3C). For heatmap and hierarchical clustering, the Control and CPV-infected cells could be customarily segmented into visibly two patterns of detection, up- and down-regulated of miRNA genes, with the broad range of uses. Four categorized groups were determined by the representation of heatmap based mainly on *Z*-score; namely from high (red) to low (green) or base-line expression (black or mixed colored), respectively (Fig. 3D).

#### miRNA expression and differential expression

The input data was the read count value of the miRNA expression level analysis. For samples with biological replicates, DESeq2 (Love, Huber & Anders, 2014) was used to do the analysis. To determine miRNA species from two experimental groups, each miRNA read count from Control and CPV group were compared by the transcripts per million (TPM) (Zhou et al., 2010). The Venn diagram (Fig. 4A) presents the number of miRNAs that were uniquely expressed within each group, with the overlapping regions showing the number of miRNAs that were expressed in two groups. The number of expressed miRNAs differed between the CPV and Control, with a total of 515 miRNAs in the collection of known/novel miRNAs that passed the filtering process of differential expression miRNA (DEGs) in either group. 

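With a miRNA counted as detected in a group at 1 read or more in either library, 493 of the 560 listed miRNAs were detected in both groups, 53 only in CPV and 14 only in Control. The 53 found only in CPV had a median of 3 reads over both CPV libraries and at most 14, and 3 of them reached 10 reads. The 14 found only in Control had a median of 2 reads, and 2 of them reached 10 reads, novel_102 and novel_137. The largest shift of the count for Control came from leaving out CPV 02, which raised it to 48. Requiring a mean of at least 1 TPM left 313 miRNAs in both groups, 23 only in CPV and 7 only in Control. Most miRNAs seen in 1 group alone were thus within the range that a count of 0 in the other group cannot exclude.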

The 57 miRNAs were only uniquely found in the CPV, and 28 were only found in Control, with 430 being commonly expressed in both of the libraries (Fig. 4A).

**Figure 4:**
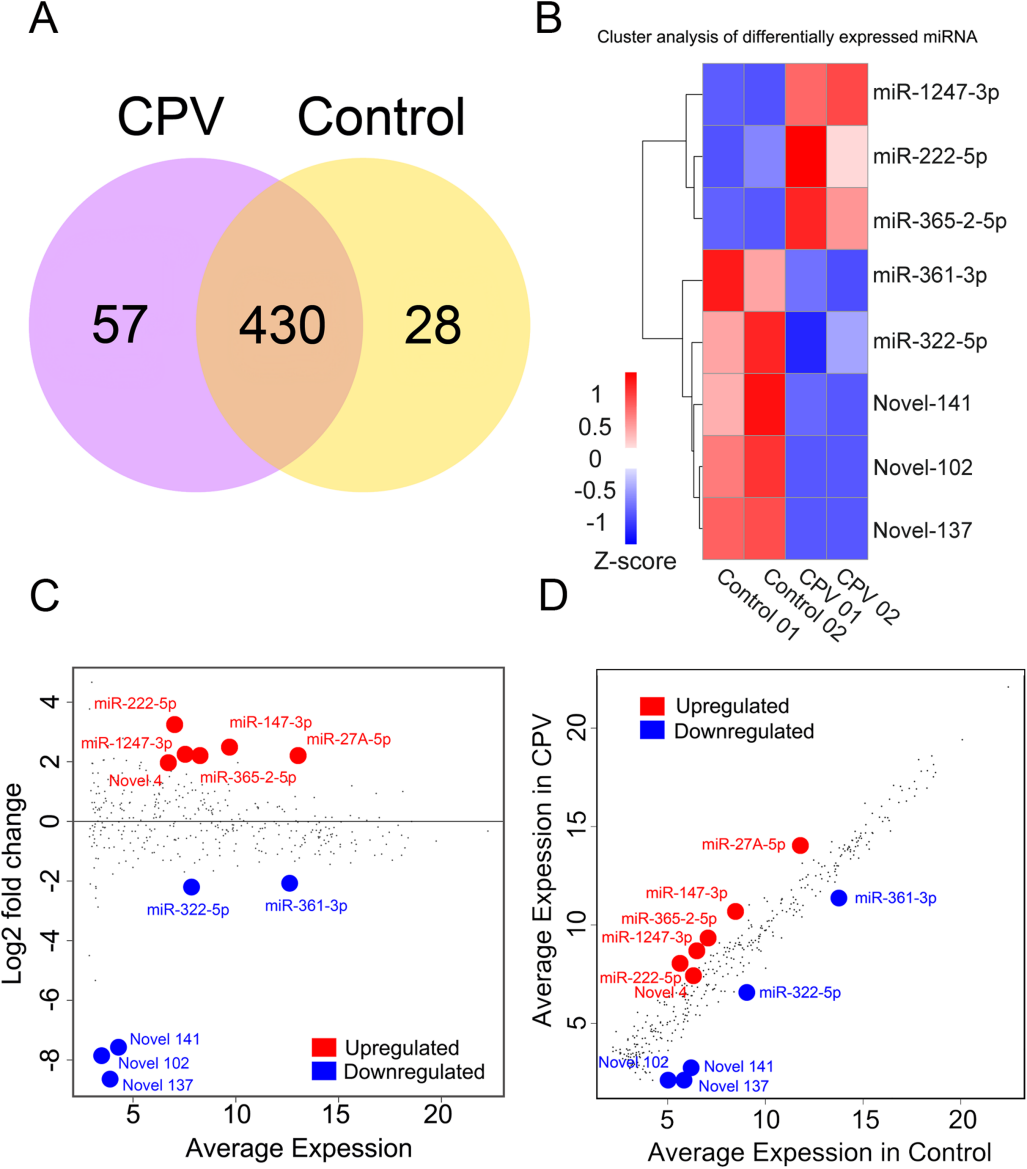
miRNA expression and differential expression. (A) Venn diagram defines the differentially expressed genes (DEGs). The numbers in each circle are the total number of genes expressed within a sample, and the overlap (*n* = 430) represents the genes expressed in common between samples. (B) Heatmap of differential gene expression (DEG) in each control sample (Control) and CPV-infected sample (CPV), colors indicate the up- (red) and down-regulation (light blue) of gene expression. (C) MA plot shows log2 fold change (*y*-axis) and the average expression (*x*-axis) across all samples. Significant changes of genes (>1 or <−1 log2 fold change) from DESeq2 (*p* < 0.05) are color highlighted. Red represents upregulation and blue are downregulated genes, gray dots are no change. (D) Scatterplot of all differentially expressed genes (DEGs) between the Control and CPV infected group by transcripts per million (TPM) reads are shown in red if they are significant upregulated, or blue when significant downregulation was found (FDR < 0.05 and fold-change > 2). Gray points are no change in gene expression.

To specify miRNAs in CPV infection, the normalized TPMs between the Control and CPV infected cells were wholly compared. The level of miRNA expression was differently changed. The abundance ranged from 0.1 TPM to 468,769 TPM in the Control and from 0.1 TPM to 474,115 TPM in the CPV group (GSE135948). 

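miR-21a-5p was the most abundant miRNA in every library, with 365214 TPM in Control 01, 468770 in Control 02, 474116 in CPV 01 and 381274 in CPV 02. It took 36.5% to 47.4% of the miRNA reads. Its mean was 417000 ± 73220 TPM (SD, n = 2) in Control and 427700 ± 65650 TPM (SD, n = 2) in CPV, a difference well within the spread of either group. The next in mean abundance were miR-100-5p, let-7f-5p, miR-148a-3p and let-7i-5p, and the 5 most abundant miRNAs of each library together took 56.7% to 66.0% of its reads. miR-148a-3p had 848369 reads in CPV 01 against 239446 in CPV 02, 156646 in Control 01 and 207630 in Control 02. The lowest TPM above 0 was 0.0861 in Control and 0.0616 in CPV, which is the worth of 1 read.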

After data normalization, eleven miRNAs were changed in abundance in CPV-infected cells by two-fold or more (log_2_ expression ratio ≥ 1 or ≤ 1). 

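For miR-222-5p, miR-1247-3p, miR-365-2-5p, miR-361-3p and miR-322-5p, both CPV libraries lay on the same side of both Control libraries, which by chance happens for a share of 0.333 of miRNAs. miR-222-5p had 3.51 ± 1.19 TPM (SD, n = 2) in Control and 41.5 ± 38.2 TPM (SD, n = 2) in CPV, from 31 and 41 reads against 791 and 235. Its log2 fold change was 3.43 (standard error 0.87), with an adjusted p of 0.0931 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. miR-365-2-5p rose from 8.05 ± 0.43 TPM (SD, n = 2) to 47.0 ± 18.4 TPM (SD, n = 2), and miR-1247-3p from 6.44 ± 0.26 TPM (SD, n = 2) to 41.4 ± 4.16 TPM (SD, n = 2). Their log2 fold changes were 2.33 (standard error 0.71) and 2.41 (standard error 0.67), with adjusted p of 0.185 and 0.147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. miR-322-5p fell from 34.9 ± 12.6 TPM (SD, n = 2) to 9.68 ± 3.64 TPM (SD, n = 2), a log2 fold change of -2.11 (standard error 0.67). miR-361-3p fell from 844 ± 289 TPM (SD, n = 2) to 270 ± 26.8 TPM (SD, n = 2), a log2 fold change of -1.92 (standard error 0.61). Both had an adjusted p of 0.210 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the 5 was therefore called in this test. DESeq2, the tool named in the methods, called all 5, with adjusted p of 0.0026 for miR-222-5p, 0.00901 for miR-1247-3p, 0.0255 for miR-365-2-5p and miR-361-3p, and 0.0173 for miR-322-5p. Over the 13 alternatives set beforehand the adjusted p ranged from 5.49e-05 to 0.458 for miR-222-5p, from 0.00901 to 0.842 for miR-1247-3p and from 0.00947 to 0.882 for miR-365-2-5p. It ranged from 0.0255 to 0.982 for miR-361-3p and from 0.0173 to 0.651 for miR-322-5p. The highest values came from fits with 1 library left out. When CPV 01 was left out, the log2 fold change of miR-222-5p was 1.65, and when CPV 02 was left out it was 4.13. Over the 13 miRNAs that the paper names as changed, 11 passed an adjusted p of 0.05 when adjusted over the list alone and 3 when adjusted over all miRNAs tested. The list was chosen on these libraries and is not independent evidence.

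**Figure D1:**
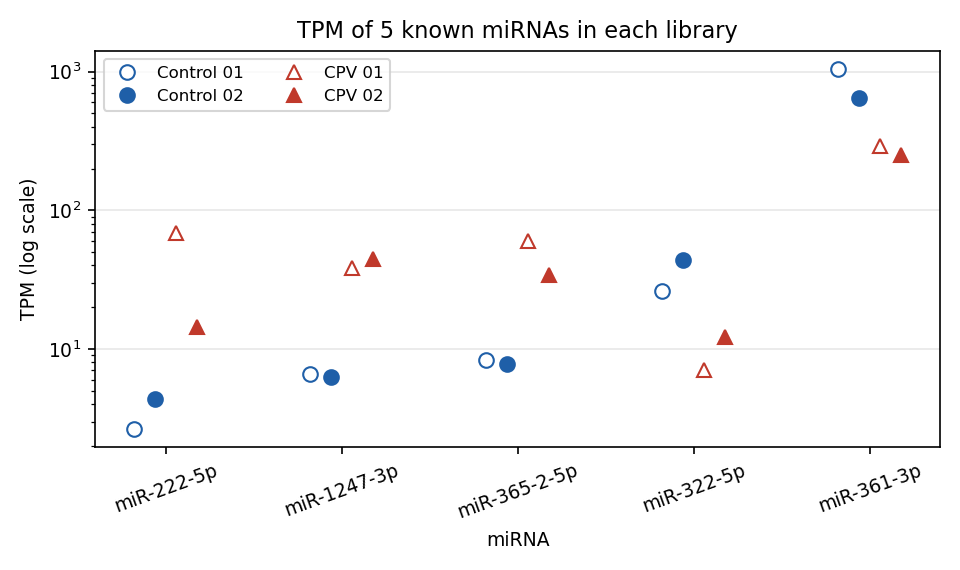
TPM on a log scale (y axis) of the 5 known miRNAs (x axis) in each library, with circles for Control and triangles for CPV, open for replicate 01 and filled for replicate 02. Each point is 1 library, and the CPV points of miR-222-5p are the farthest apart, at 791 and 235 reads.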

Among known differentially expressed miRNAs (DEGs), 3 were up-regulated (miR-222-5p, miR-365-2-5p, miR-1247-3p) and 2 (miR-322-5p, miR-361-3p) were down-regulated in the CPV significantly at the FDR < 0.05 level (Fig. 4B). The miR-17A-5p, miR-147-3p, miR-222-5p, miR-365-2-5p, miR-1247-3p, Novel 4 were upregulated miRNAs in CVP over Control libraries, and miR-322-5p, miR-361-3p, Novel 102, Novel 137, Novel 141 were downregulated miRNAs (Figs. 4C and 4D). 

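The deposited counts list miR-27a-5p, the name given in Fig. 4, and also miR-17-5p. miR-27a-5p had 4052 and 2714 reads in the Control libraries and 36498 and 12121 in CPV 01 and CPV 02, a log2 fold change of 2.44 (standard error 0.73, adjusted p = 0.185 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). miR-17-5p had 9780 and 8743 reads in Control and 6750 and 11340 in CPV, a log2 fold change of -0.72 (standard error 0.55), and it was called under none of the settings tried. miR-147-3p had 288 and 334 reads in Control and 3855 and 1010 in CPV. Its log2 fold change was 2.59 (standard error 0.84, adjusted p = 0.215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). novel_4 had 44 and 37 reads in Control and 289 and 233 in CPV, with a log2 fold change of 2.14 (standard error 0.71, adjusted p = 0.228 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). CPV 01 decided the size of the changes of miR-27a-5p and miR-147-3p, which without it had log2 fold changes of 0.79 and 0.64. DESeq2 gave adjusted p of 0.0659 for miR-27a-5p, 0.0605 for miR-147-3p and 0.0996 for novel_4, within ranges over the alternatives set beforehand of 0.0109 to 0.927, 0.00472 to 0.965 and 0.0153 to 0.982.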

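The predicted miRNAs novel_102, novel_137 and novel_141 had few reads in Control and almost none in CPV. novel_102 had 23 and 27 reads in the Control libraries and novel_137 had 47 and 43, and neither had a read in either CPV library. Against a floor of 3 reads over the CPV group, novel_102 was at least 22.0-fold lower and novel_137 at least 39.6-fold lower in CPV. novel_141 had 34 and 80 reads in Control and 1 read in CPV 01, a ratio of Control to CPV of 150 (95% exact interval 26.5 to 5993, counting error only). The adjusted p was 0.0024 for novel_102, 0.00225 for novel_137 and 0.0024 for novel_141 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The fitted log2 fold changes of -8.04, -8.88 and -7.10 rest on the prior count and are not bounds. All 3 were called under the other settings set beforehand in which they were tested, with 1 exception. Without Control 02 only novel_137 was called, and the adjusted p of novel_102 and novel_141 rose to 0.229 and 0.158. No predicted miRNA was higher at an adjusted p below 0.05 in this test, in which 30 miRNAs of either kind had an unadjusted p below 0.05, nor by DESeq2. Without a filter 1 was called higher, novel_66, and without CPV 02 6 were. Of the settings added after seeing the data, the crossed block and scaling to all small RNA reads each called 1 higher, novel_4. The crossed block pairs Control 01 with CPV 02 and Control 02 with CPV 01. DESeq2 with the replicate number as a block, also added after seeing the data, lost novel_137 (adjusted p 0.909). The log2 fold change of novel_137 in DESeq2 stayed at -8.71, while its standard error rose from 1.67 to 4.00. The same fit kept novel_102 (0.024) and novel_141 (0.00437).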

In the case of novel miRNAs, the pattern was opposite, as three (Novel 102, Novel 137, Novel 141) were only down-regulated in the CPV group, no up-regulated novel miRNAs were found at the FDR < 0.05 (Fig. 4B). 

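By the ratio of mean TPM, 64 of the 140 predicted miRNAs were at least 2-fold higher in CPV and 19 at least 2-fold lower. Of the 64, 28 were listed at 0 in both Control libraries and 31 had fewer than 10 reads over all libraries. Of the 19, 5 were listed at 0 in both CPV libraries and 10 had fewer than 10 reads. The counts were lower with a filter and on a log scale. Among the 27 predicted miRNAs kept by filterByExpr, 8 were at least 2-fold higher and 3 at least 2-fold lower. On the log2(TPM + 1) scale, which understates the change of rare miRNAs, 5 were higher and 3 lower. A 2-fold ratio alone does not take the spread between replicates into account.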

Of the 75 novel miRNAs that passed the filtering process, differentially expressed novel miRNAs demonstrated 2-fold or greater expression changes (log2 fold change; ≥ 1 or ≤ 1) between the Control and CPV groups were 22 (up-regulated) and 13 down-regulated novel miRNAs, respectively.

The DEGs with the DESeq2 package, we identified 6 upregulated and 5 downregulated genes using a threshold of FDR < 0.1 and fold-change > 2. 

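At an adjusted p below 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2 miRNAs were higher in CPV and 4 were lower. Those higher were miR-222-5p and miR-495-3p, and those lower were novel_102, novel_137, novel_141 and miR-505-3p. With library totals alone 12 were higher and 4 lower. Of the settings added after seeing the data, scaling to all small RNA reads gave 45 higher and 4 lower. The crossed block gave 16 higher and 14 lower. DESeq2 called 6 higher and 5 lower at this level, and 4 of its 11 calls were among the 6 above. Its fold changes of miR-505-3p and miR-495-3p were in the same directions, with adjusted p of 0.151 and 0.233 against ranges over the settings set beforehand of 0.00479 to 0.651 and 0.00255 to 0.982. With the settings added after seeing the data these widened to 0.00393 to 0.738 and 0.00224 to 0.982.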

The mean average (MA) plot is a plot for visual representation of genomic data. The plot visualizes the differences between measurements taken in two samples, by transforming the data onto log-fold change (M-values) and the MA (*A*-values) scales, then plotting these values. The MA plots are exploited to visualize high-throughput sequencing analysis. The MA and scatter plot of DEGs showed the predefined up-regulated genes; miR27A-5p, miR-147-3p, miR222-5p, miR365-2-5p and miR1247-3p, with one miRNA (novel 4) with never defined before (Fig. 4C). For those with downregulation in CPV-infected cells; miR361-5p, miR322-5p and 3 novel miRNAs (Novel 137, 141 and 102) were indicated with some novelty (FDR < 0.1).

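miR-361-3p, from the 3' arm, had 12183 and 6036 reads in Control and 3336 and 4078 in CPV. miR-361-5p, from the 5' arm, had 1309 and 1062 reads in Control and 1828 and 2006 in CPV, with 113 ± 0.049 TPM (SD, n = 2) in Control and 141 ± 24.6 TPM (SD, n = 2) in CPV. The log2 fold change of miR-361-5p was 0.087 (standard error 0.63, adjusted p = 0.970 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it was -0.062 with DESeq2. No change of miR-361-5p was detectable. The log2 ratio of the 5' arm to the 3' arm changed by 1.92 (standard error 0.67), with an adjusted p = 0.332 in limma over 92 hairpins.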

The Volcano plot could be used to infer the overall distribution of different expression miRNAs. For the experiment with biological replicate, as the DESeq2 has already eliminated the biological variation, our threshold was normally set as FDR < 0.05 (horizontal dotted line). Volcano plot of gene expression in CPV-infected cells showed fold change (vertical dotted lines) in gene expression regulated genes (FC ≥ 2 (red) or ≤ −2 (green), FDR < 0.05) are highlighted (Fig. 5). The volcano plot, the MA, and scatter plot show that CPV infection lead to a considerably minimal miRNA transcriptomic response. 

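Of the 338 miRNAs tested, 4 were called at an adjusted p below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, all lower in CPV, and 30 had an unadjusted p below 0.05. The calls were novel_102, novel_137, novel_141 and miR-505-3p. No miRNA was called higher by this test, whereas DESeq2 called 3 higher and 5 lower. The split into higher and lower calls moved with the scaling. Library totals alone gave 7 higher and 4 lower, and DESeq2's size factors in edgeR gave 2 higher and 4 lower. Scaling to all small RNA reads, added after seeing the data, gave 19 higher and 4 lower. The crossed block, also added after seeing the data, gave 12 higher and 12 lower. This block pairs libraries that happened to deviate alike, without a basis in the design, so its calls are not evidence of more changes. Among the settings set beforehand, the split moved most with the libraries used. Without CPV 02, 23 miRNAs were called higher and 6 lower, and without Control 02, 0 were called higher and 1 lower. In counts simulated from these libraries with 200 changed miRNAs, this test recovered 71% of the changed miRNAs and 2.5% of its calls were wrong. Those 200 stood among a median of 342.5 tested miRNAs, so these shares do not apply where few miRNAs change. From the volcano, MA and scatter plots, the paper concludes that the miRNA response to CPV infection was minimal.

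**Figure D2:**
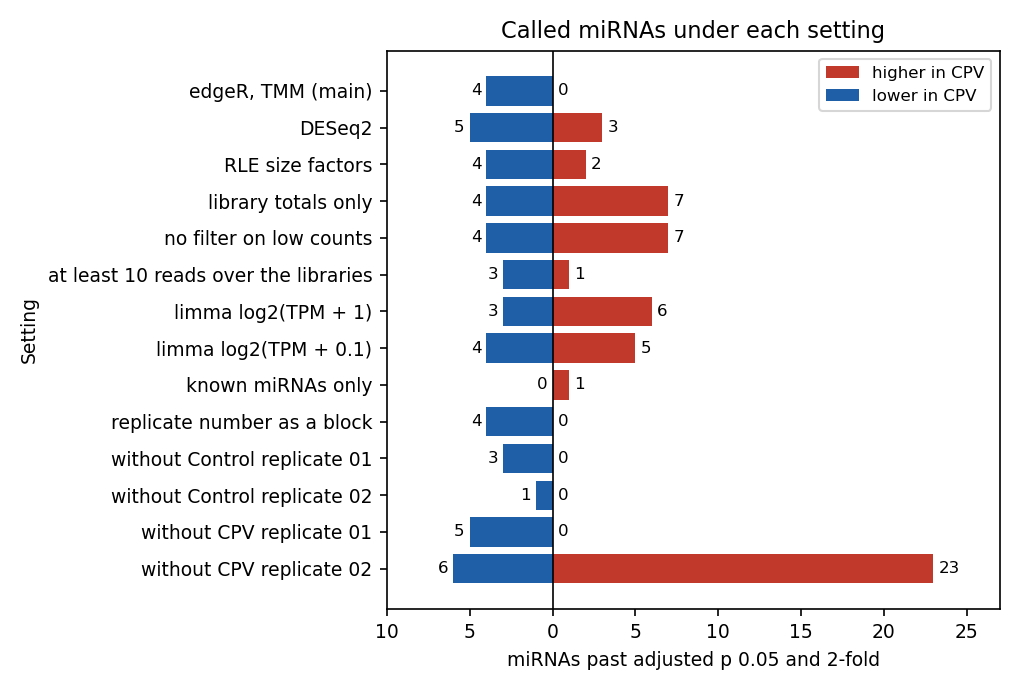
Number of miRNAs past an adjusted p of 0.05 and 2-fold (x axis) under each setting (y axis), with bars to the right for miRNAs higher in CPV and bars to the left for miRNAs lower in CPV. The main setting has 0 higher and 4 lower, and the fit without CPV 02 has 23 higher and 6 lower.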

A quick scan at the top genes ranked by the absolute values of fold-change (FCs) told us that CPV induced miR-222-5p, miR-1247-3p and miR-365-2-5p whereas suppressed miR-361-3p, miR-322-5p, novel 102, 141 and 137 (based on FDR < 0.05).

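The 6 miRNAs past an adjusted p of 0.1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were novel_102, novel_137, novel_141, miR-505-3p (log2 fold change -4.87), miR-495-3p (4.03) and miR-222-5p. All but miR-222-5p had no more than 2 reads in 1 of the groups, so the order of the 6 by size of change is not determined. miR-495-3p was singled out after its values were seen. miR-222-3p, the other arm of miR-222, had 34586 and 35090 reads in Control and 56847 and 80854 in CPV, a log2 fold change of 0.32 (standard error 0.52), and miR-365-3p, the other arm of miR-365-2, had one of -0.68 (standard error 0.55). Among 19 other arms and cluster partners of the named miRNAs, 0 passed an adjusted p of 0.05 adjusted over the list alone and 0 over all miRNAs tested. Partners were listed by family name, with miR-193b and miR-24-1 beside miR-193a and miR-24-2, so not all of them need share a transcript with a named miRNA. The partners of miR-322 that were tested were all lower in CPV, miR-503-5p with a log2 fold change of -1.23, miR-542-3p with -1.33, miR-542-5p with -1.31 and miR-450a-5p with -0.97. DESeq2 also passed 0 of the 19.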

**Figure 5:**
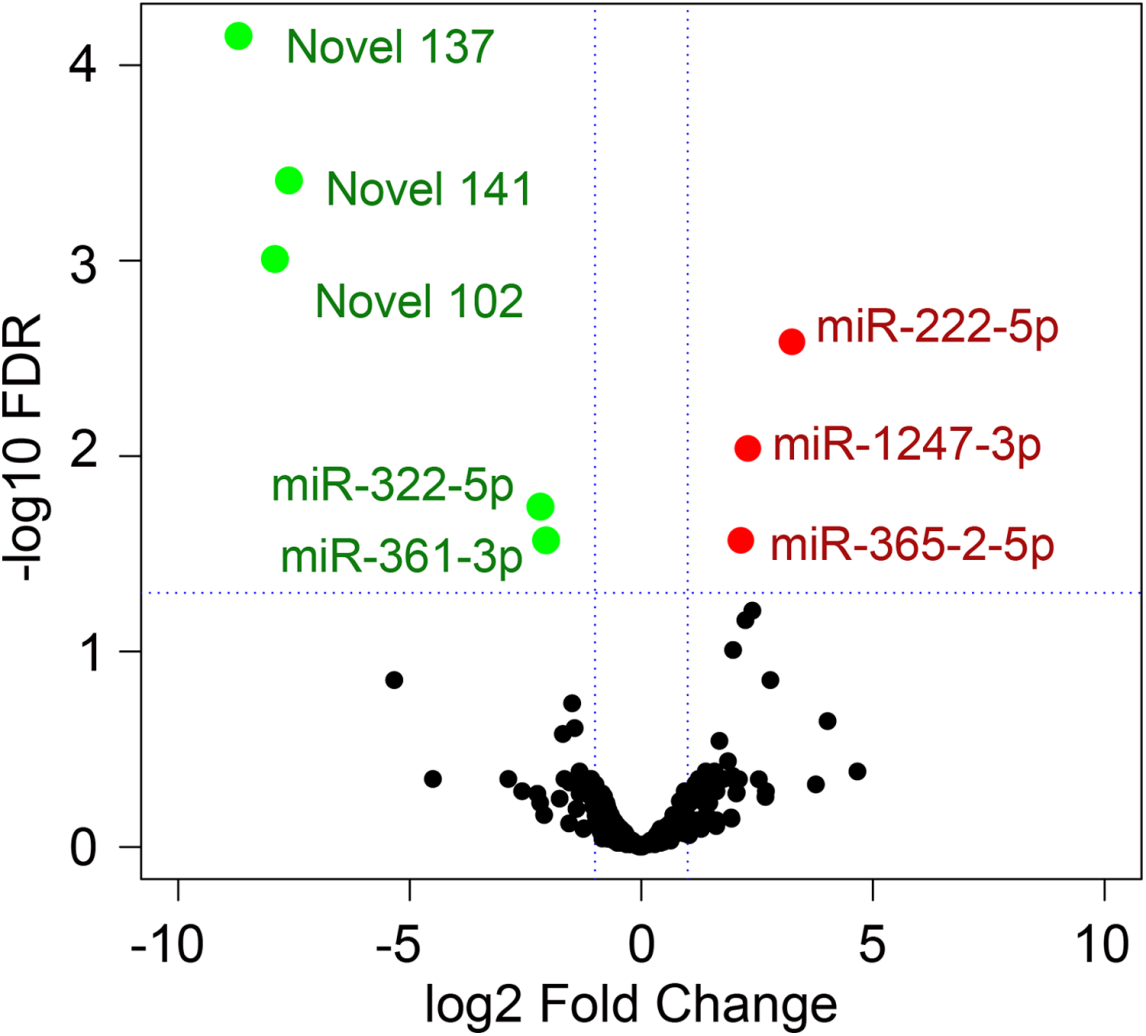
Volcano plot showed significant differentially expressed genes (DEGs). The *x*-axis shows the log2 fold change in gene expression, and the *y*-axis shows the statistical significance of the differences (FDR < 0.05, horizontal dotted line). Red dots indicate significant up-regulation, and green dots indicate down-regulation.

### Prediction and annotation of potential target genes of differentially expressed miRNAs

The sequence complementarity between miRNAs and target genes provides a quick and easy way to search for miRNAs target genes. A total of 5,828 target genes in *F. catus* genome was found in all 515 known and novel miRNAs identified in this study. A total of 3,182 target genes was identified in 5 out of the 8 significant differently expressed miRNAs (miR-222-5p, miR1247-3p, miR-365-2-5p, miR-322-5p and miR-361-3p). Predicting the target gene of known and novel miRNA have found the relationship between miRNA and target genes (Fig. 6; Table S7). The number of target genes for each differentially expressed miRNAs ranged from a few hundred to nearly a thousand. The highest number of target genes was predicted for miR-322-5p (972 genes), followed by miR-361-3p (965 genes), of which, both miRNAs were down-regulated in CPV infected cells (Table S8). However, the novel miRNAs; Novel 102, 137 and 141 also had several hundred target genes (Table S8).

**Figure 6:**
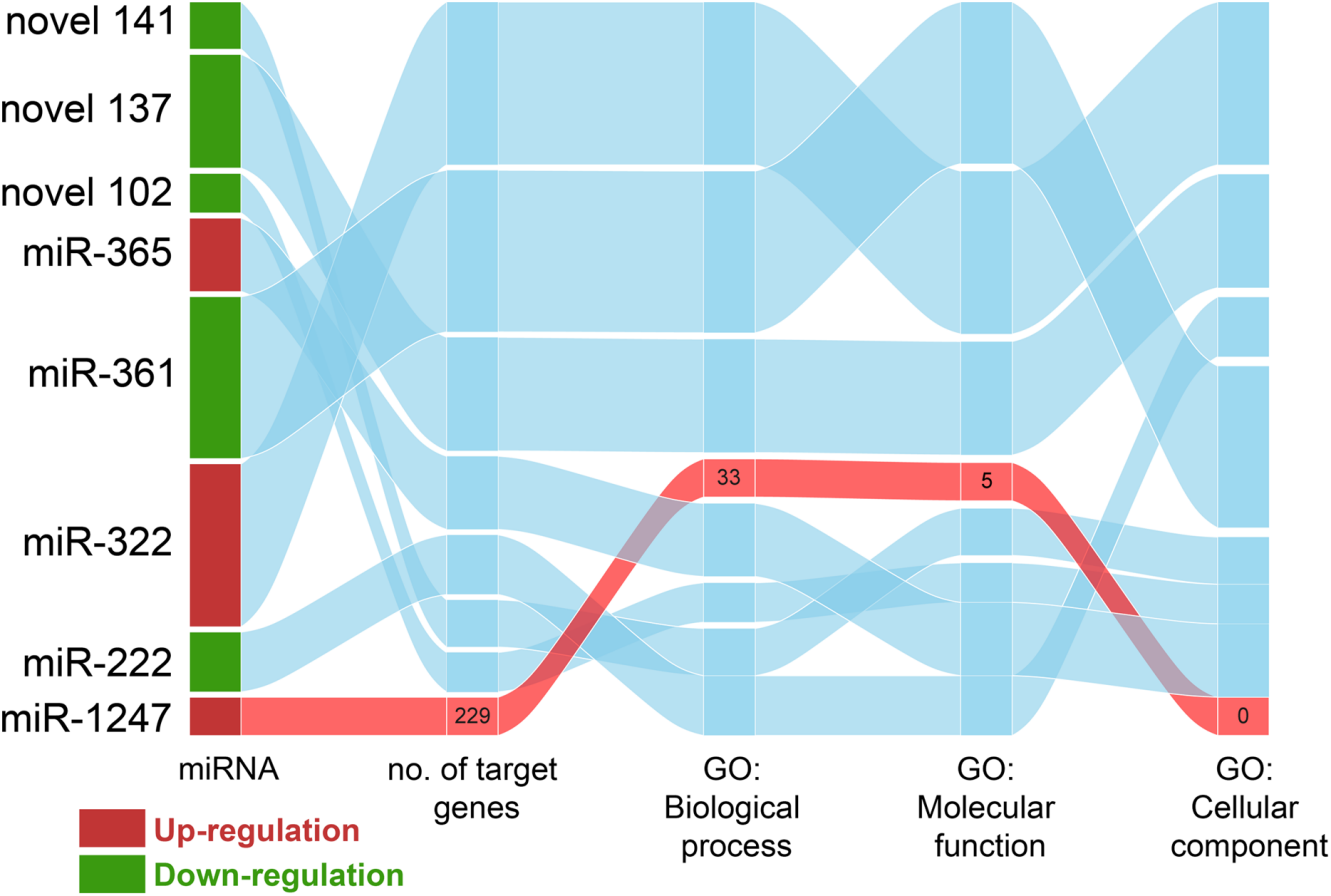
The relationship between miRNAs in CPV and target genes. The Sankey diagram shows significant miRNAs identified in CPV-infected libraries and numbers of their target genes, numbers of each related GO terms to given miRNAs. Only miRNA-1247 is highlighted in the diagram.

Of eight miRNA DEGs, we did test all up- and down-regulated miRNAs, but we chose only miR-1247-3p for further analysis. The predicted targets genes of up- and down-regulated miRNAs were then subjected to enrichment analysis based on the hypergeometric distribution. The GO Biological Process terms (BP) enriched in DEGs are shown in Fig. 7A and Table 1. Upregulated miRNA gene (miR-1247-3p) was related to regulation of cytokine and immune response, cell signaling, and cell death (FDR = 0.05). This is perhaps the cell’s response to infection of this particular virus by miRNA.

**Figure 7:**
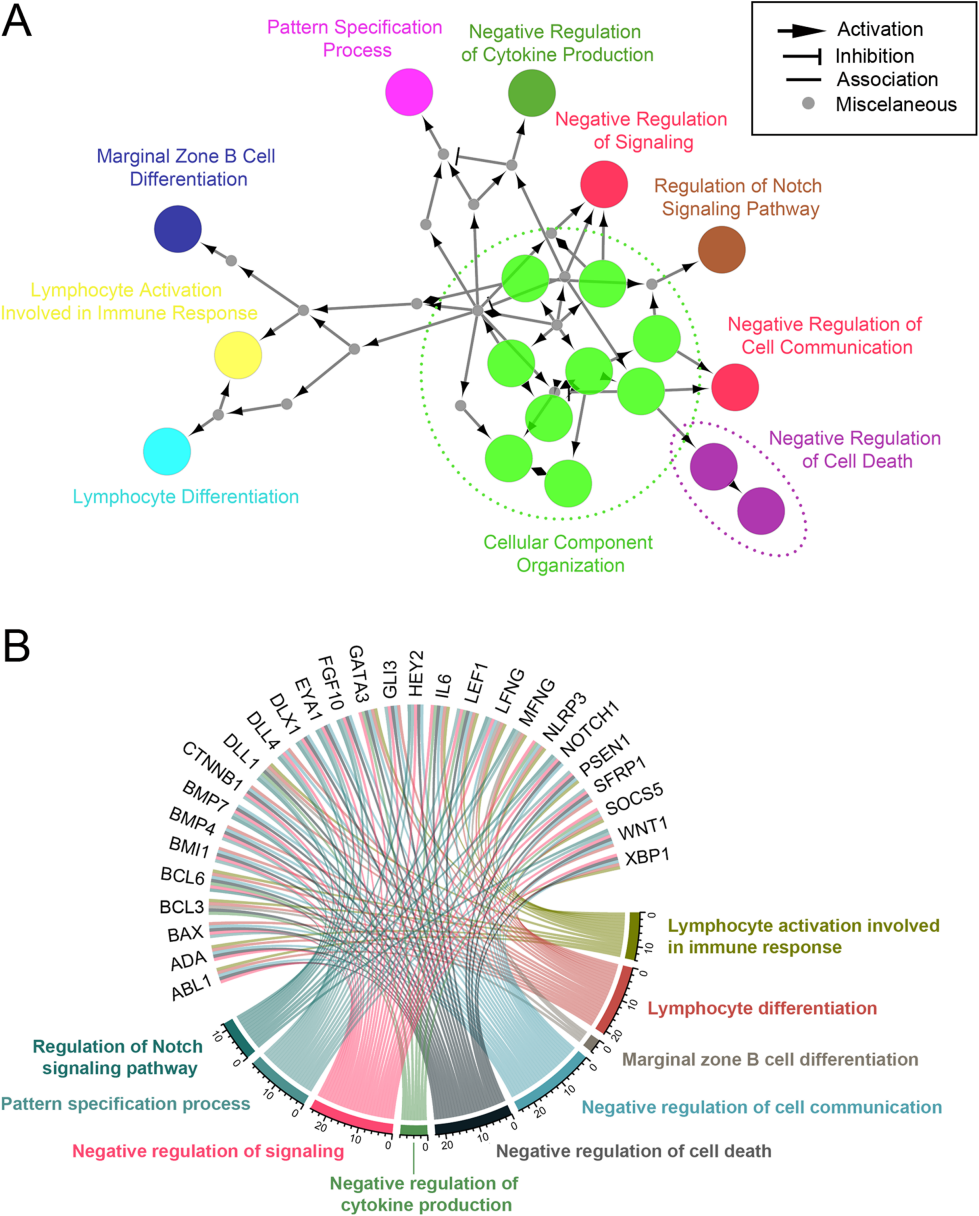
Enriched biological processes of miR-1247-3p gene targets. (A) ClueGO/CluePedia network shows a function group network with GO terms as nodes linked. The labels of the most significant term per group are shown. The node size depicts the significant enrichment. Functionally related groups (in part) are emphasized by overlapping of colors. (B) Chord diagram shows enriched biological processes (by colors), linking each gene cluster to the corresponding processes.

**Table 1:** Enrichment analysis of target genes of miR-1247-3p.

GO biological process	Gene (*n*)	Enrichment	FDR
Marginal zone B cell differentiation (GO:0002315)	3	50.12	2.82E−02
Mature B cell differentiation involved in immune response (GO:0002313)	3	37.59	3.93E−02
Phagocytosis, recognition (GO:0006910)	3	33.41	4.73E−02
Lymphocyte differentiation (GO:0030098)	9	6.68	1.38E−02
Lymphocyte activation (GO:0046649)	12	5.62	4.51E−03
T cell activation (GO:0042110)	8	5.61	3.64E−02
Leukocyte differentiation (GO:0002521)	10	5.25	1.81E−02
Leukocyte activation (GO:0045321)	12	4.63	1.39E−02
Pattern specification process (GO:0007389)	11	4.43	2.42E−02
Cell activation (GO:0001775)	13	4.19	1.60E−02
Immune system development (GO:0002520)	14	3.74	1.71E−02
Negative regulation of apoptotic process (GO:0043066)	16	3.43	1.74E−02
Negative regulation of programed cell death (GO:0043069)	16	3.36	1.71E−02
Negative regulation of cell death (GO:0060548)	16	3.08	2.99E−02
Negative regulation of signaling (GO:0023057)	21	2.94	1.27E−02
Negative regulation of signal transduction (GO:0009968)	19	2.81	2.51E−02
Negative regulation of cell communication (GO:0010648)	20	2.81	1.95E−02
Regulation of response to stimulus (GO:0048583)	46	2.01	7.87E−03
Negative regulation of cellular process (GO:0048523)	51	1.99	2.60E−03
Regulation of signal transduction (GO:0009966)	36	1.96	3.30E−02
Regulation of signaling (GO:0023051)	40	1.96	2.28E−02
Regulation of cell communication (GO:0010646)	38	1.87	3.99E−02
Cellular component organization (GO:0016043)	52	1.79	1.86E−02
Negative regulation of biological process (GO:0048519)	51	1.78	2.00E−02
Regulation of biological process (GO:0050789)	117	1.54	2.92E−05

Choosing GO biological process, we found that miRNA-1247-3p modulated at least 28 genes (Fig. 7B) that coded for proteins engaged in lymphocyte activation and differentiation, cytokine production, cell signaling and communication, antibody production, and cell death. 

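miR-1247-3p ranked 194 of the 560 miRNAs by mean TPM over the 4 libraries. It had 77 reads in Control 01, 59 in Control 02, 444 in CPV 01 and 720 in CPV 02, a ratio of mean TPM of 6.43. With each library left out in turn, its log2 fold change stayed between 2.16 and 2.60. It was not called in the main test (adjusted p = 0.147 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), whereas DESeq2 called it (adjusted p 0.00901). The other arm of its hairpin was not among the 560 listed miRNAs.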

As CPV infected stimulated the presence of miR-1247-3p and in turn, to regulate the production of many genes involved in the aforementioned processes, leading to reduction of proteins shared with the common pathways (Fig. 7B). GO categories were assigned for target genes of miR-1247-3p, and 229 putative targets were identified in the total of 38 enriched GO categories in terms of “biological process”, “cellular component” and “molecular function” (Fig. 6). Based on the biological process (BP), the genes were classified into 33 categories, of which the top ten over-represented GO terms (enrichment) were “lymphocyte activation involved in immune response”, “lymphocyte differentiation”, “marginal zone B cell differentiation”, “negative regulation of cytokine production”, “negative regulation of programed cell death”, “negative regulation of signaling”, “pattern specification process”, “regulation of Notch signaling pathway”, “response to organic substances” and “cellular component organization”, respectively (Fig. 8A).

**Figure 8:**
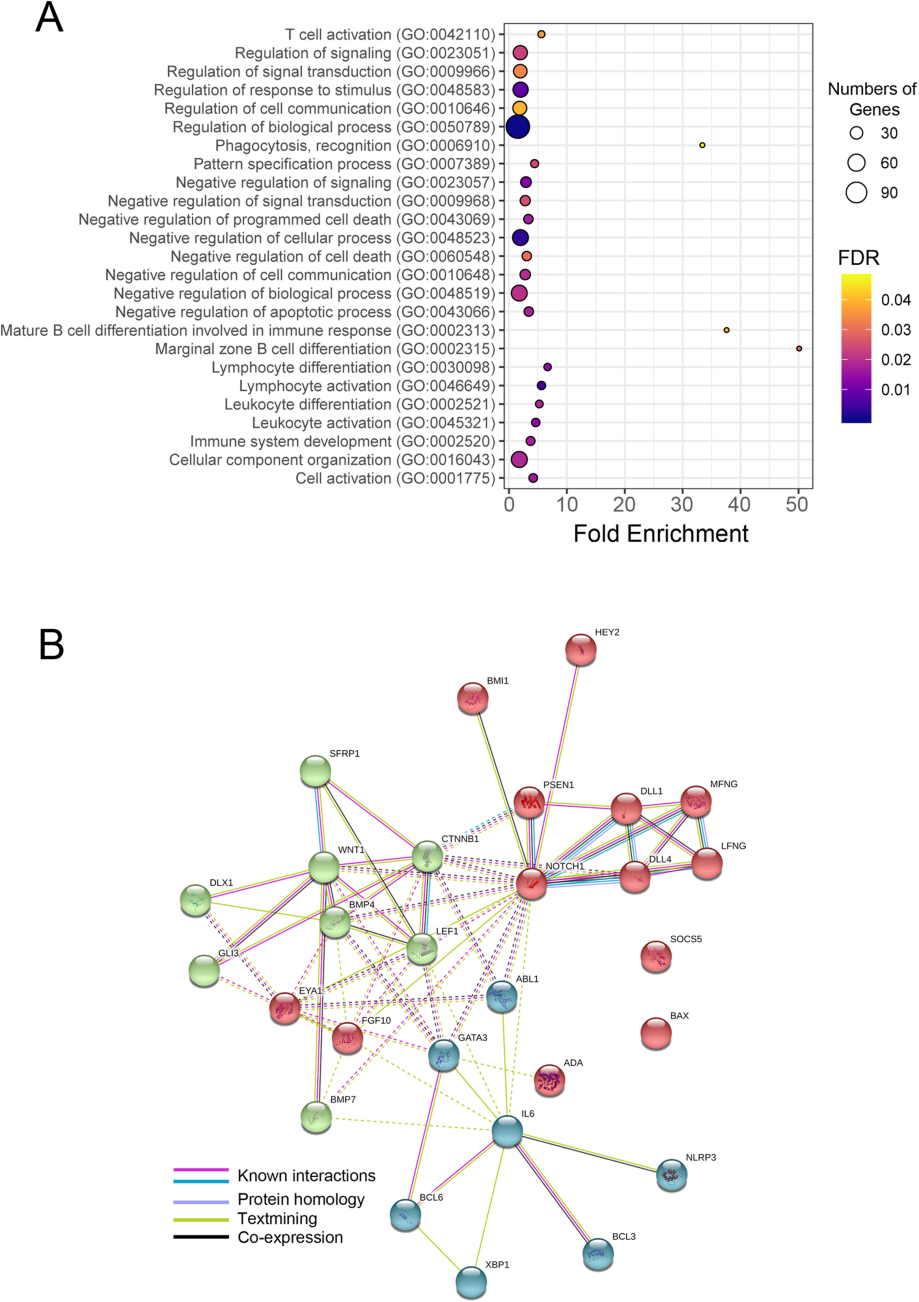
Gene ontology (GO) terms, numbers of the predicted target genes, and Protein-protein interaction network (PPI) of target genes of miR-1247-3p. (A) small RNA-seq data reveal GO biological processes among differential expressed genes in the CPV infected groups normalize with controls. The bubble plot represents the fold enrichment (*x*-axis), the number of genes (bubble size), and FDR value (gradient colors) in each GO biological process terms (*y*-axis). Representative bubbles were enriched at FDR < 0.05. (B) STRING protein–protein interaction network of co-expressed and interacted genes. The clusters of 28 genes in the network are grouped using color codes (red, blue and green).

The target genes were primarily varied with respect to function, as revealed by our analysis. In the case of molecular function, the genes were classified into five groups, of which they are mostly involved in “anion binding”, “protein binding” and “organic cyclic compound binding”. Based on cellular components, the genes were classified into zero categories. In biological process, the enrichments of genes were involved in “the immune system processes”, for example, “lymphocyte activation”, “phagocytosis recognition” and “leukocyte activation”. The most over-represented GO term (50.12-fold enrichment) was “marginal B cell zone differentiation”, involving three genes. Another significant in GO terms that could be emphasized here were “cell death process” and “cell signaling”, since those biological processes were found to be enriched in the target genes of miR-1247-3p. These two terms suggested that miRNAs are tightly involved in activation and signaling at the early phase of viral infection. At the advanced stage, the miRNAs are highly regulated with their targets in the process of the regulation of programed cell death, at the end (Fig. 8A; Table 1).

The other up- or down-regulated miRNAs in the current study possessed several hundred to many thousand target genes. No matter how many of the target genes it may involve, there were no significant biological processes that may have been highlighted the relevance in viral infection (Dataset S1). Of particular interest, novel miRNA, namely “Novel 137” may have been playing a pivotal role in the defense response to external stimuli. Since the “intracellular receptor signaling pathway” and “histone H4 acetylation” were two enrichment groups of genes that were highly correlated (Fig. S2). Furthermore, a gene network was constructed by utilizing the lists of genes involved in multiple biological process in order to illuminate the biological interpretation and meaningful. Of these target genes of differentially expressed miRNA, especially miR-1247-3p, a total of 28 genes was found to be highly diversified in multiple GO terms (Figs. 7B and 8B). In Figure 8B, the STRING network of PPIs among 28 diversified genes showed highly connected network included 26 genes at the core of the network. The 26 genes in the network were clustered into three groups, categorized by red, green and blue. Two genes (*BAX* and *SOCS5*) were excluded from the network, of which, were involved in apoptosis of the cells.

## Discussion

The outbreak and spread of the novel CPV-2 variant to Lao PDR (CPV-2c) have caused many significant health impacts on the dogs. The current dominated CPV Laotian strain (CPV-2c) has got the best fit in the animal resided in the urban environment, specifically, Vientiane capital of Laos (Vannamahaxay et al., 2017). To the best of our knowledge, CPV-2c is now reported globally as being more virulent than endemically strains. The alternation of amino acid at residue 426 (designated as CPv-2c) may play a critical role in pathogenicity of this virus. Based on the existing literatures and our additional findings, we speculated that the changes in miRNA gene expressions in the hosts infected with parvovirus family (e.g., CPV, MEV, FPV) would have the same but not identical pattern of miRNA expression (Sun et al., 2014; Zhou et al., 2017).

Introducing the next-generation sequencing technology, specifically, RNA sequencing (RNA-seq) has transformed the comprehensive measuring gene expression across the transcriptome, including small and miRNAs (Laganà et al., 2017; Sun et al., 2014; Zhou et al., 2017). This reliable platform with a high-throughput and powerful tool guarantees the enormous gene study. Across all RNA species, RNA-seq has revolutionized and become a widely used approach to study quantitative aspects of transcriptome profiling in the virus-infected cells (Li et al., 2019; Sun et al., 2014, 2019; Zhou et al., 2017). In the current study, we have explored the miRNA milieu in CRFK cells infected with CPV-2c Laotian isolates (Puentes et al., 2012). We have identified 515 DEGs using sRNA libraries in either uninfected control or CPV-infection. In the literatures, CRFK cell line has been extensively characterized for its use as a standard model system to investigate CPV infection (Raj et al., 2010; Yi et al., 2016; Yoshikawa et al., 2010), but miRNA sequencing platform in CRFK cells had not been previously reported or studied.

In genomics era, we have a chance to execute our aims to analyze large datasets from CRFK samples from CPV individuals using sRNA-seq data to enumerate, quantify, assess and comprehend the heterogeneity of DEGs during in vitro experimental CPV infection. Compared to recent evidence reported by Sun and coworkers (Sun et al., 2014), they extensively analyzed the DEGs from miRNA-seq data of the MEV in feline kidney (F81) cell line. They have identified 196 known mammalian miRNAs in their report. Similar to our findings, we have found more known miRNAs in CPV-infected CRFK cells (420 of known miRNAs). Additionally, in MEV-infected cells, they found a minimal number of miRNAs that significantly down-regulated (miR-181b, miR-181d and miR-301) and up-regulated (miR-29b, miR-125b and miR-320a). Consistent with our results, we pinpointed of about three miRNAs that significantly up-regulated in CPV infection (miR-222-5p, miR-1247-3p and miR-365-5p) whereas many more miRNAs were significantly down-regulated (miR-322-5p and miR-361-3p) including Novel 137, Novel 141 and Novel 102 miRNAs. The differences in miRNA species found by two studies reflect the effects of various factors, for example, the virus and cell line used in the studies, which makes it very difficult to compare the results side by side.

Our current CPV bioinformatic aspects revealed the correlation of CPV miRNA-seq data has a larger dynamic range of its target genes. Within five preferential miRNAs with significant DEGs (miR-222-5p, miR1247-3p, miR-365-2-5p, miR-322-5p and miR-361-3p), we have identified more than 3,000 target genes. In CRFK infected cells, the gene targets of significant miRNA DEGs functionally belong to immune response (e.g., lymphocyte activation and antibody production), cell communication and signaling, cytokine production, and lastly cell death. Consistent with our results, a similar relevance of gene network in the signaling pathways of virus-host interaction was reported by Fan et al. (2016) in CPV-2a infected MDCK cells. In Zhou et al. (2017), the genes pertaining metabolism-related pathways, cytokine- and pathogen-host interaction-related pathway were affected in feline parvovirus (FPV) infected cats.

Our initial screening of DEGs defined the three most significant upregulated miRNA genes were miR-222-5p, miR-1247-3p and miR-365-2-5p. Of particular interests in immunological response to the virus, miR-1247-3p had roughly 229 target genes, whose function can be categorized into 33 GO by GO enrichment analysis (GO biological process term). The miRNA-1247-3p function is estimated to modulate at least 200 genes, involving in 38 GO biological processes (BP) plus molecular function (MF) due to the redundancy with partial target recognition. As stated earlier, miRNA-1247-3p could, at least, be regulated 28 functional genes in our reports, but the actual numbers would be much higher. Our findings in CPV-infection reveal an exceptional function of miR-1247-3p in response to virus, other than the functions as onco-miRNA and controlling of cartilage function (Fang et al., 2018; Martinez-Sanchez & Murphy, 2013).

The functional genes in the GO process can be overlapping at certain points in the pathway, though this was obviously modulated by miR-1247-3p in this study. For example, we found that genes: *ABL1*, *ADA, BAX, BCL3, BCL6, BMI1, BMP4, CTNNB1, DLL1, GATA3, GLI3, IL6, LEF1, NLRP3, PSEN1, SFRP1, SOCS5, WNT1, XBP1* can be partially intersected in lymphocyte activation involved in immune response, lymphocyte differentiation, negative regulation of cell communication, and negative regulation of cell death pathways. When many affected genes by miRNAs have converged, it will be amplified the signals or expansion of its functions to adjacent gene network. The synergism among genes within GO biological processes in reacting to virus infections, as anticipated in CPV as well, is a common paradigm for effective host defense response. Of the thirty-three GO process categories discovered in the current study, IL-6 was remarkably important cytokine, as a key for marginal zone B cell differentiation, negative regulation of cytokine production, and lymphocyte differentiation, by its action (Safi et al., 2017; Zhou et al., 2018).

This work has highlighted the importance of some potential miRNAs and their target functional, relevant genes in controlling and mitigating immune response to CPV virus. Whilst most analyzed miRNAs in our findings remained unchanged (430 miRNAs) due to their minimal roles in response to virus, some are apparently shedding light on the role of the manipulating of several GO pathways. The miR-1247-3p, accompanying by other significant DEGs, as earlier discussed, can be linked to further experimental observations, leading directions for further work and implication for clinical use.

## Conclusions

We have identified the DEGs in the miRNA repertoire during CPV-2c infection of CRFK cells. Our work revealed that the miRNA-1247-3p and its cognate target genes in biological pathways highlight their great potential as novel therapeutic targets or diagnostic biomarkers of CPV infection.

## Supplemental Information

10.7717/peerj.8522/supp-1 Supplemental Information 1 Statistical summary of the data that were generated by high-throughput small-RNA sequencing in *F. catus* microRNAs. Click here for additional data file.

10.7717/peerj.8522/supp-2 Supplemental Information 2 Small RNA annotation. Click here for additional data file.

10.7717/peerj.8522/supp-3 Supplemental Information 3 Statistics of mapping results. Click here for additional data file.

10.7717/peerj.8522/supp-4 Supplemental Information 4 Summary of known miRNA in each sample. Click here for additional data file.

10.7717/peerj.8522/supp-5 Supplemental Information 5 Summary of novel miRNA. Click here for additional data file.

10.7717/peerj.8522/supp-6 Supplemental Information 6 List of miRNA family identified in the current study. Click here for additional data file.

10.7717/peerj.8522/supp-7 Supplemental Information 7 Prediction of target genes of known and novel miRNAs (significant differently expressed miRNAs) in the current study. Click here for additional data file.

10.7717/peerj.8522/supp-8 Supplemental Information 8 List of significant differently expressed miRNAs, prediction of number of target genes, and number of related gene ontology (GO) functional analysis identified in the current study. Click here for additional data file.

10.7717/peerj.8522/supp-9 Supplemental Information 9 First nucleotide bias and nucleotide bias at each position of novel feline miRNAs. (A) First nucleotide bias of novel *F. catus* miRNA candidates in Control and CPV libraries. The number on top of the bars indicated the number of sequences corresponding to the miRNA length (nt). *x*-axis, length of miRNAs; *y*-axis, responding percent of each nucleotide. (B) Nucleotide bias at each position in Control and CPV libraries. *x*-axis, Position of nucleotide in miRNAs; *y*-axis, responding percent of each nucleotide. Click here for additional data file.

10.7717/peerj.8522/supp-10 Supplemental Information 10 Enriched biological processes of Novel 137 miRNA gene targets. ClueGO/CluePedia network shows a function group network with GO terms as nodes linked of target genes of Novel 137. The labels of the most significant term per group are shown. The node size depicts the significant enrichment. Functionally related groups (in part) are emphasized by overlapping of colors. Click here for additional data file.

10.7717/peerj.8522/supp-11 Supplemental Information 11 Raw data of Gene Ontology (GO) enrichment analysis. GO enrichment analysis of target genes of differentially expressed miRNA genes (miR-222, miR-322, miR-361, miR-365, miR-1247 and Novel-137) by g:Profiler and PANTHER GO Enrichment Analysis. Click here for additional data file.

# Supplementary material for: Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells
**Source:** PeerJ. 2020 Feb 12;8:e8522. doi: 10.7717/peerj.8522
**Supplement:** Supplemental Information 1

**Supplementary Table 1** **Statistical summary of the data that were generated by high-throughput small-RNA sequencing in *Felis catus* microRNAs.**

| Sample | Total raw reads | High quality reads | Low quality reads | N% > 10% | 5' adapter contaminants | 3' adapter null | Poly  A/T/G/C |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Control 01 | 25,230,038  (100.00%) | 24,891,422  (98.66%) | 100,575  (0.40%) | 0  (0.00%) | 3,776  (0.01%) | 181,678 (0.72%) | 52,587  (0.21%) |
| Control 02 | 25,410,594  (100.00%) | 24,923,852  (98.08%) | 100,174  (0.39%) | 0  (0.00%) | 4,707  (0.02%) | 298,854 (1.18%) | 83,007  (0.33%) |
| CPV 01 | 23,466,804  (100.00%) | 22,909,717  (97.63%) | 81,129  (0.35%) | 0  (0.00%) | 3,228  (0.01%) | 431,286 (1.84%) | 41,444  (0.18%) |
| CPV 02 | 26,337,331  (100.00%) | 25,935,795  (98.48%) | 113,187  (0.43%) | 53  (0.00%) | 3,876  (0.01%) | 253,129 (0.96%) | 31,291  (0.12%) |

N%, undetectable gaps at base calling

# Supplementary material for: Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells
**Source:** PeerJ. 2020 Feb 12;8:e8522. doi: 10.7717/peerj.8522
**Supplement:** Supplemental Information 2

**Supplementary Table 2 Small RNA annotation.**

| **Types** | **Control 01** | **Control 01**  **(percent)** | **Control 02** | **Control 02**  **(percent)** | **CPV 01** | **CPV 01**  **(percent)** | **CPV 02** | **CPV02**  **(percent)** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Total | 17,492,270 | 100.00% | 17,464,428 | 100.00% | 15,118,021 | 100.00% | 19,220,070 | 100.00% |
| Known miRNA | 11,065,272 | 63.26% | 9,059,190 | 51.87% | 11,148,071 | 73.74% | 15,632,155 | 81.33% |
| rRNA | 1,366,005 | 7.81% | 2,303,723 | 13.19% | 171,338 | 1.13% | 127,277 | 0.66% |
| tRNA | 1,098,446 | 6.28% | 1,474,379 | 8.44% | 5,769 | 0.04% | 11,811 | 0.06% |
| snRNA | 14,687 | 0.08% | 8,997 | 0.05% | 32,343 | 0.21% | 24,545 | 0.13% |
| snoRNA | 313,929 | 1.79% | 351,827 | 2.01% | 575,467 | 3.81% | 489,399 | 2.55% |
| Repeat | 542,318 | 3.10% | 434,031 | 2.49% | 739,481 | 4.89% | 964,320 | 5.02% |
| Novel miRNA | 4,642 | 0.03% | 5,313 | 0.03% | 8,718 | 0.06% | 6,582 | 0.03% |
| Exon: + | 1,615,593 | 9.24% | 1,930,699 | 11.06% | 507,223 | 3.36% | 581,837 | 3.03% |
| Exon: − | 251,605 | 1.44% | 353,900 | 2.03% | 15,620 | 0.10% | 10,806 | 0.06% |
| Intron: + | 239,028 | 1.37% | 278,728 | 1.60% | 514,908 | 3.41% | 442,197 | 2.30% |
| Intron: − | 101,556 | 0.58% | 136,432 | 0.78% | 86,840 | 0.57% | 62,403 | 0.32% |
| Other | 879,189 | 5.03% | 1,127,209 | 6.45% | 1,312,243 | 8.68% | 866,738 | 4.51% |

# Supplementary material for: Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells
**Source:** PeerJ. 2020 Feb 12;8:e8522. doi: 10.7717/peerj.8522
**Supplement:** Supplemental Information 3

**Supplementary Table 3** **Statistics of mapping results.**

| **Sample** | **Total sRNA** | **Mapped sRNA** | **"+" Mapped sRNA** | **"−" Mapped sRNA** |
| --- | --- | --- | --- | --- |
| **Control 01** | 22,740,485 (100.00%) | 17,492,270 (76.92%) | 8,334,604 (36.65%) | 9,157,666 (40.27%) |
| **Control 02** | 22,252,712 (100.00%) | 17,464,428 (78.48%) | 9,173,199 (41.22%) | 8,291,229 (37.26%) |
| **CPV 01** | 21,476,489 (100.00%) | 15,118,021 (70.39%) | 5,023,904 (23.39%) | 10,094,117 (47.00%) |
| **CPV 02** | 25,046,386 (100.00%) | 19,220,070 (76.74%) | 6,811,975 (27.20%) | 12,408,095 (49.54%) |

"+" Mapped sRNA: Quantity and percentage of mapped sRNAs in the same direction as the genome

"-" Mapped sRNA: Quantity and percentage of mapped sRNAs in the opposite direction as the genome

# Supplementary material for: Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells
**Source:** PeerJ. 2020 Feb 12;8:e8522. doi: 10.7717/peerj.8522
**Supplement:** Supplemental Information 4

**Supplementary Table 4** **Summary of known miRNA in each sample.**

| **Types** | **Total** | **Control 01** | **Control 02** | **CPV 01** | **CPV 02** |
| --- | --- | --- | --- | --- | --- |
| Mapped mature | 420 | 373 | 377 | 375 | 395 |
| Mapped hairpin | 333 | 293 | 297 | 297 | 301 |
| Mapped unique sRNA | 14,839 | 3,622 | 3,466 | 3,665 | 4,086 |
| Mapped total sRNA | 46,904,688 | 11,065,272 | 9,059,190 | 11,148,071 | 15,632,155 |

# Supplementary material for: Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells
**Source:** PeerJ. 2020 Feb 12;8:e8522. doi: 10.7717/peerj.8522
**Supplement:** Supplemental Information 5

**Supplementary Table 5 Summary of novel miRNA.**

| **Types** | **Total** | **Control 01** | **Control 02** | **CPV 01** | **CPV 02** |
| --- | --- | --- | --- | --- | --- |
| Mapped mature | 140 | 100 | 101 | 120 | 115 |
| Mapped star | 68 | 31 | 36 | 35 | 42 |
| Mapped hairpin | 141 | 107 | 110 | 124 | 121 |
| Mapped unique sRNA | 1,356 | 294 | 307 | 366 | 389 |
| Mapped total sRNA | 25,255 | 4,642 | 5,313 | 8,718 | 6,582 |

# Supplementary material for: Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells
**Source:** PeerJ. 2020 Feb 12;8:e8522. doi: 10.7717/peerj.8522
**Supplement:** Supplemental Information 6

**Supplementary Table 6 List of miRNA family identified in the current study.**

| let-7 | mir-32 | mir-139 | mir-188 | mir-297 | mir-362 | mir-467 | mir-653 | mir-1839 |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| mir-1 | mir-33 | mir-140 | mir-190 | mir-299 | mir-363 | mir-483 | mir-654 | mir-1843 |
| mir-7 | mir-34 | mir-142 | mir-191 | mir-302 | mir-365 | mir-484 | mir-670 | mir-1892 |
| mir-8 | mir-95 | mir-143 | mir-192 | mir-320 | mir-367 | mir-485 | mir-671 | mir-1893 |
| mir-9 | mir-96 | mir-144 | mir-193 | mir-322 | mir-368 | mir-486 | mir-675 | mir-1898 |
| mir-10 | mir-101 | mir-145 | mir-194 | mir-324 | mir-370 | mir-490 | mir-680 | mir-1902 |
| mir-15 | mir-103 | mir-146 | mir-196 | mir-325 | mir-374 | mir-491 | mir-684 | mir-1949 |
| mir-17 | mir-122 | mir-147 | mir-199 | mir-326 | mir-375 | mir-493 | mir-703 | mir-1954 |
| mir-19 | mir-124 | mir-148 | mir-202 | mir-328 | mir-378 | mir-497 | mir-708 | mir-3059 |
| mir-21 | mir-126 | mir-149 | mir-203 | mir-329 | mir-379 | mir-499 | mir-744 | mir-3064 |
| mir-22 | mir-127 | mir-150 | mir-204 | mir-330 | mir-423 | mir-500 | mir-760 | mir-3065 |
| mir-23 | mir-128 | mir-153 | mir-205 | mir-331 | mir-425 | mir-503 | mir-762 | mir-3074 |
| mir-24 | mir-129 | mir-154 | mir-210 | mir-335 | mir-433 | mir-504 | mir-873 | mir-3085 |
| mir-25 | mir-130 | mir-181 | mir-214 | mir-338 | mir-448 | mir-505 | mir-874 | mir-3154 |
| mir-26 | mir-132 | mir-182 | mir-216 | mir-339 | mir-449 | mir-542 | mir-877 | mir-3535 |
| mir-27 | mir-133 | mir-183 | mir-218 | mir-340 | mir-450 | mir-574 | mir-881 | mir-3618 |
| mir-28 | mir-134 | mir-184 | mir-219 | mir-342 | mir-451 | mir-590 | mir-935 | mir-6516 |
| mir-29 | mir-135 | mir-185 | mir-221 | mir-345 | mir-452 | mir-592 | mir-1247 |  |
| mir-30 | mir-137 | mir-186 | mir-223 | mir-346 | mir-455 | mir-615 | mir-1298 |  |
| mir-31 | mir-138 | mir-187 | mir-290 | mir-361 | mir-466 | mir-652 | mir-1306 |  |

# Supplementary material for: Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells
**Source:** PeerJ. 2020 Feb 12;8:e8522. doi: 10.7717/peerj.8522
**Supplement:** Supplemental Information 7

**Supplementary Table 7**

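This table lists, for each of the 8 differentially expressed miRNAs, the genes that the miRanda program predicted as targets from sequence complementarity, so that a gene in a list was not measured in the cells. The copy used here holds 962 entries for miR-361-3p, 969 for miR-322-5p, 434 for miR-365-2-5p, 228 for miR-1247-3p and 354 for miR-222-5p, where the paper's Table S8 gives 965, 972, 437, 229 and 357. In the list of miR-365-2-5p the entries are 433 different genes, and in the others each gene is listed once. For the predicted miRNAs it holds 675 entries for novel_137, 280 for novel_141 and 235 for novel_102, where Table S8 gives 678, 282 and 236. The lists overlap. Those of the 5 known miRNAs hold 2067 different genes, of which 690 are listed for more than 1 of the 5. Because the copy is shorter than the paper's counts, no enrichment was tested on it.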

**Prediction of target genes of known and novel miRNAs (significant differently expressed miRNAs) in the current study.** Abbreviated gene symbols are shown.

# Supplementary material for: Detection and characterization of microRNA expression profiling and its target genes in response to canine parvovirus in Crandell Reese Feline Kidney cells
**Source:** PeerJ. 2020 Feb 12;8:e8522. doi: 10.7717/peerj.8522
**Supplement:** Supplemental Information 8

**Supplementary Table 8 List of significant differently expressed miRNAs, prediction of number of target genes, and number of related gene ontology (GO) functional analysis identified in the current study.**

|  |  | **Gene Ontology (GO)** | | |
| --- | --- | --- | --- | --- |
| **miRNA** | **No of target (*n*)** | **Biological Process (BP)** | **Molecular Function (MF)** | **Cellular component (CC)** |
| miR-361 | 965 | 77 | 18 | 1 |
| miR-322 | 972 | 88 | 13 | 33 |
| miR-365 | 437 | 20 | 0 | 0 |
| miR-1247 | 229 | 33 | 5 | 0 |
| miR-222 | 357 | 0 | 0 | 2 |
| Novel-137 | 678 | 53 | 7 | 6 |
| Novel-141 | 282 | 0 | 1 | 0 |
| Novel-102 | 236 | 8 | 0 | 0 |

How the deposited data were processed for this re-analysis (not part of the article)

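Small RNA libraries were made from CRFK cells, 2 from uninfected cells (Control) and 2 from cells infected with CPV-2c (CPV), with 50 bp single-end reads. CPV 01 and CPV 02 were infected with different isolates, and the replicate numbers mark no shared batch or day in the sources used here. All 4 libraries were used, with their groups taken from the sample labels and the paper's supplementary tables.

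The authors mapped the reads to the mouse genome (mm10) with Bowtie, assigned known miRNAs with miRDeep2 and the mouse entries of miRBase, and predicted further miRNAs with miREvo and miRDeep2. Counts were obtained with custom perl scripts, whose version and handling of reads that fit more than 1 miRNA are not given in the sources used here. The values the authors deposited are whole-number read counts per mature miRNA and the TPM made from them. Recomputing TPM from the deposited counts gave their values to within 5.0e-05. The mouse genome and mouse miRNA sequences stood in for the cat, so feline miRNAs that differ from mouse may have been counted low or missed, alike in all libraries. Near-identical miRNAs can share reads, as the 9 pairs of known miRNAs with counts within 5% in every library do, and the paired miRNAs enter the totals together.

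From the counts, CPV was compared with Control in edgeR 4.0.16 under R 4.3.3, with TMM normalization (factors 0.831 for Control 01, 1.01 for Control 02, 0.985 for CPV 01 and 1.21 for CPV 02), the quasi-likelihood test and Benjamini-Hochberg adjustment. The filterByExpr function with a minimum count of 10 kept 338 miRNAs, 311 known and 27 predicted. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. A call needed an adjusted p below 0.05, or 0.1 where stated, and an absolute log2 fold change above 1. The common dispersion was 0.218 and the prior degrees of freedom 11.9. The design, the thresholds and the alternatives were set before the data were examined, except where the text says otherwise.

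Those alternatives were DESeq2 1.42.0 with its own size factors and independent filtering, DESeq2's size factors within edgeR, library totals alone, no filter, a filter of at least 10 reads over the 4 libraries, limma 3.58.1 on log2(TPM + 1) and on log2(TPM + 0.1), known miRNAs alone, the replicate number as a block, and each library left out in turn. A group left with 1 library was assumed to vary like the other group. Adjusted p values that DESeq2 left undefined, 174 of 560, were kept undefined. Added after seeing the data were a crossed block, DESeq2 with the block, DESeq2 on miRNAs with a CPM of at least 0.5, scaling to all small RNA reads of Table S2, detection at a mean TPM above 0.1, and target genes counted as list entries.

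The miRNAs named in the text were those the paper names as changed, the other arms of their hairpins, their cluster partners, up to 5 called miRNAs per direction with the largest change whose libraries did not overlap between groups, and the 5 most abundant. The paper's values for the first of these had been seen. Ratios against a group without reads used a floor of 3 reads over the group, and ratios against 1 to 3 reads were given with a 95% exact interval. Both cover counting error only.

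The fits were tested on simulated data, drawn from the means and totals of these libraries with 200 miRNAs changed, in 10 simulations. The 200 were taken from the miRNAs kept by the filter, so most miRNAs that edgeR tested were changed. The recovered and wrong shares therefore do not carry over to data in which few miRNAs change. At an adjusted p below 0.05 edgeR recovered 71% of the changed miRNAs with 2.5% wrong calls, and DESeq2 74% with 2.4%. With no miRNA changed, edgeR made calls in 0 of 10 simulations and DESeq2 in 1 of 10. At an adjusted p below 0.1, edgeR then made calls in 0 of 10 and DESeq2 in 5 of 10. limma on log2(TPM + 1) recovered 61% with 23.4% wrong calls.

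Detection, correlations, principal components and clusters were computed with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and scikit-learn 1.9.0. Detection was also counted after thinning each library at random to 9429974 reads in 100 draws. Intervals of correlations and of variance shares came from 1000 bootstrap draws of miRNAs. k-means used 50 starts. Dixon's test of outliers was not applied because each group had 2 libraries, and other splits of the samples were not counted for the same reason. Read length, nucleotide bias, hairpins, miRNA families and gene ontology terms were not analysed here.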

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

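Of the tests in this part, those of depth were chosen after the values were seen, as were the choices of miR-495-3p and miR-505-5p.

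miR-505-3p, which the paper does not discuss, was lower in CPV with a log2 fold change of -4.87 and an adjusted p of 0.0183 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It had 14 and 9 reads in Control, 0 in CPV 01 and 1 in CPV 02, a ratio of Control to CPV of 30.4 (95% exact interval 4.93 to 1250, counting error only). Both CPV libraries were below both Control libraries. Lower depth is argued against, since the CPV libraries together held 1.32 times the reads of the Control libraries. The other arm, miR-505-5p, had a smaller log2 fold change of -0.85 (standard error 0.70), with 46 and 18 reads in Control and 21 and 36 in CPV. The log2 ratio of the arms rose by 3.69, with an adjusted p = 0.175 over 92 hairpins in limma. With so few reads of miR-505-3p and this adjusted p, a loss of the whole hairpin is not excluded. The call did not survive every setting. It was lost with DESeq2 (adjusted p 0.151), with at least 10 reads over the libraries (0.092), with limma on log2(TPM + 1) (0.130), with known miRNAs alone (0.0874), without Control 02 (0.651) and without CPV 01 (0.115), and it was not tested without Control 01, where the filter removed it. Of the settings added after seeing the data, it was lost with DESeq2 and the block (0.738) and with DESeq2 and the CPM filter (0.140). The range over all of these settings was 0.00393 to 0.738. An effect of infection on this arm stays open and was not tested beyond these counts.

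miR-495-3p, also outside the miRNAs the paper discusses, was higher in CPV with a log2 fold change of 4.03 and an adjusted p of 0.0931 from the same test. It had 0 and 2 reads in Control and 31 and 21 in CPV, a ratio of 19.7 (95% exact interval 5.19 to 167, counting error only). Depth alone predicts 2.64 reads in CPV. A general rise of rare miRNAs by as much is argued against by the 38 miRNAs of like abundance, whose median log2 fold change was 0.18 and whose 95th percentile was 1.61. With library totals alone, the median was 0.51 in the third of tested miRNAs with the lowest abundance. A smaller general rise therefore stays open. DESeq2 gave an adjusted p of 0.233 and the replicate block 0.174, and the values ranged from 0.00224 to 0.982 over all settings, those added after seeing the data included. Without Control 01 the adjusted p was 0.982, without Control 02 it was 0.651 and without CPV 01 it was 0.329. As a hypothesis, miR-495-3p may respond to infection, and its 2 reads in Control fix the Control level poorly.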

How the results depend on the processing

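The crossed block, DESeq2 with the block, DESeq2 with a CPM filter, scaling to all small RNA reads, detection above a mean of 0.1 TPM and target genes counted as list entries were chosen after seeing the data.

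The number of miRNAs called at an adjusted p of 0.05 was 4, with 0 higher in CPV and 4 lower. It was 8 with DESeq2 (3 higher, 5 lower), 11 with library totals alone (7 and 4), 11 without a filter (7 and 4), 9 with limma on log2(TPM + 1) (6 and 3), 9 with limma on log2(TPM + 0.1) (5 and 4) and 1 with known miRNAs alone, where fewer miRNAs were tested. DESeq2 on miRNAs with a CPM of at least 0.5 gave 8 (3 and 5). Scaling to all small RNA reads gave 23 (19 and 4). With 1 library left out the count lay between 1 (without Control 02) and 29 (without CPV 02, with 23 higher and 6 lower). It was 3 without Control 01 and 5 without CPV 01. All 4 calls were kept with DESeq2's size factors, library totals alone, no filter, limma on log2(TPM + 0.1), the replicate block, scaling to all small RNA reads and without CPV 02, and 3 of the 4 with DESeq2, at least 10 reads, limma on log2(TPM + 1), without Control 01 and without CPV 01. Apart from the scaling and the sizes of the tests, the cause was not tested.

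At an adjusted p of 0.1 the count was 6 (2 higher, 4 lower). It was 11 with DESeq2 (6 and 5), 10 with DESeq2's size factors in edgeR (6 and 4), 16 with library totals alone (12 and 4), 15 without a filter (11 and 4), 13 with limma on log2(TPM + 1) (10 and 3), 11 with limma on log2(TPM + 0.1) (7 and 4), 11 with DESeq2 and the CPM filter (6 and 5) and 49 with all small RNA reads (45 and 4). With 1 library left out it lay between 1 (without Control 02) and 40 (without CPV 02), and it was 3 without Control 01. The median log2 fold change over the tested miRNAs was -0.019, and it was 0.24 with library totals alone and 0.68 with all small RNA reads. Beyond this the cause was not tested.

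The replicate number as a block gave 4 calls at an adjusted p of 0.05 and 4 at 0.1, so miR-222-5p and miR-495-3p were no longer called at 0.1. With DESeq2 the block gave 2 calls at both levels, novel_102 and novel_141, so novel_137 was lost. Its log2 fold change stayed at -8.71 and only its standard error rose, from 1.67 to 4.00. The deviations of libraries with the same number correlated at -0.381 across all miRNAs, so the numbers did not pair the libraries and a lost call says nothing on the size of an effect. With the numbers crossed between groups, 24 miRNAs were called at 0.05 (12 higher, 12 lower), and 30 at 0.1 (16 and 14). Given the negative correlation, crossing pairs libraries that deviate alike, which lowers the residual spread. The pairing has no basis in the design, so these calls are not evidence of more changes. Of the 19 other arms and cluster partners, 3 then passed an adjusted p of 0.05 over the list alone and 2 over all miRNAs tested.

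In the main test and in all settings set beforehand but 1, 0 of these 19 passed an adjusted p of 0.05 over the list alone. The count ranged from 0 to 1 with a library left out (1 without CPV 02) and was 1 with all small RNA reads.

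Of the 37 named miRNAs tested, 23 kept their direction under every one of the 13 settings set beforehand and 11 also kept their side of the threshold. Directions reversed for the following miRNAs. With DESeq2 these were miR-361-5p (-0.062), miR-193b-3p (-0.027), miR-193b-5p (-0.016), miR-24-1-5p (-0.13) and let-7f-5p (-0.0039), and with the CPM filter as well they were -0.057, -0.015, -0.0087, -0.12 and -0.0024. miR-24-1-5p was also at -0.048 with DESeq2's size factors and at -0.17 with the block. miR-193a-3p was at 0.23 and 0.25 in the limma fits with a pseudocount of 1 and of 0.1, miR-23a-3p at 0.015 in both and miR-21a-5p at 0.039 in both. With library totals alone miR-23a-3p was at 0.039 and miR-21a-5p at 0.037. With all small RNA reads miR-27a-3p was at 0.0038, miR-193a-3p at 0.43, miR-23a-3p at 0.47, miR-21a-5p at 0.46, miR-100-5p at 0.17 and let-7i-5p at 0.30. With 1 library left out the log2 fold change ranged from -0.29 to 0.29 for miR-361-5p, from -0.60 to 1.32 for miR-147-5p, from -1.08 to 1.08 for miR-193a-3p, from -0.63 to 1.56 for miR-193b-3p, from -0.57 to 0.54 for miR-193b-5p, from -0.24 to 0.50 for miR-221-3p, from -1.04 to 0.58 for miR-24-1-5p, from -0.82 to 1.98 for miR-24-2-5p, from -0.013 to 0.40 for miR-24-3p, from -0.54 to 0.0075 for miR-21a-5p, from -0.39 to 0.73 for let-7f-5p, from -0.66 to 1.90 for miR-148a-3p and from -1.01 to 0.34 for let-7i-5p.

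Detection in both groups fell from 493 to 313 with a mean of at least 1 TPM, detection only in CPV from 53 to 23 and only in Control from 14 to 7, since fewer miRNAs pass. Only in Control it was 34 when both libraries were required and 28 above a mean of 0.1 TPM. With 1 library left out, detection in both groups ranged from 459 to 471, only in CPV from 36 (without CPV 02) to 82 (without Control 02) and only in Control from 9 (without either Control library) to 48 (without CPV 02), and was 36 without CPV 01. A group with fewer libraries detects fewer miRNAs by construction.

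The squared correlation within Control was 0.966 on log2(TPM + 0.1) and 0.959 for miRNAs with at least 10 reads in every library, within CPV 0.941 and 0.926, the lowest between groups 0.916 and 0.894, and the highest between groups 0.956 and 0.958, or 0.992 on TPM without a log, where a few abundant miRNAs carry the value. The first 2 principal components held 76.9% with unit variance. Of the known miRNAs with at least 10 reads in every library, the larger cluster held 166, out of fewer miRNAs.

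Predicted miRNAs changed 2-fold were 64 higher and 19 lower. Among those kept by filterByExpr they were 8 and 3, on log2(TPM + 1) 5 and 3, and by DESeq2 with the CPM filter 22 and 12. With 1 library left out they ranged from 51 to 73 higher and from 19 to 33 lower. The cause was not tested beyond the smaller number of miRNAs kept. Depth limits these counts, as 58 of the 140 had fewer than 10 reads over all libraries.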

Differences from the paper's values

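For miRNAs found only in Control, the paper gives 28 and the value here was 14. Of the alternatives set before the data were examined, requiring both libraries (34), thinning (21) and leaving out CPV 01 (36) came within 1.5 times of the paper's value, while at least 10 reads in the group (13), a mean of at least 1 TPM (7), and leaving out Control 01 (9), Control 02 (9) or CPV 02 (48) did not. Of 30 definitions tried after seeing the values, 21 came within 1.5 times and 2 gave 28, a highest TPM above 0.2 in a group and a mean TPM above 0.1. The latter, chosen after seeing the values, was the 1 definition of the 30 to give all of the paper's numbers, 430 in both groups, 57 only in CPV and 28 only in Control. For the lowest TPM in CPV the paper gives 0.1 and the value here was 0.0616, which is 0.1 when rounded to 1 decimal as in the paper.

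For known miRNAs higher at an adjusted p of 0.05 the paper gives 3 and the value here was 0. DESeq2 (3) and DESeq2's size factors in edgeR (2) came within 1.5 times. Library totals alone (7), no filter (6), at least 10 reads (1), limma with a pseudocount of 1 (6) or 0.1 (5), known miRNAs alone (1), the replicate block (0) and each library left out (0, or 17 without CPV 02) did not. For known miRNAs lower the paper gives 2 and the value here was 1, with 2 by DESeq2 and without CPV 01 or CPV 02, and 0 or 1 under every other alternative set before the data were examined.

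For miRNAs higher at an adjusted p of 0.1 the paper gives 6 and the value here was 2. DESeq2 (6), DESeq2's size factors in edgeR (6), known miRNAs alone (6) and limma on log2(TPM + 0.1) (7) came within 1.5 times. Library totals alone (12), no filter (11), at least 10 reads (3), limma on log2(TPM + 1) (10), the block (0) and the fits without Control 01 (0), Control 02 (0), CPV 01 (1) or CPV 02 (30) did not. For differentially expressed miRNAs among the known ones the paper gives 11 and the value here was 3 at an adjusted p of 0.1. Library totals alone (12), no filter (9) and limma on log2(TPM + 1) (9) came within 1.5 times. DESeq2 (7), DESeq2's size factors (7), at least 10 reads (4), limma on log2(TPM + 0.1) (7), known miRNAs alone (7), the block (1) and the fits without Control 01 (0), Control 02 (0), CPV 01 (3) or CPV 02 (28) did not. The 11 that DESeq2 called here included 4 predicted miRNAs.

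DESeq2 called miR-222-5p, miR-1247-3p, miR-365-2-5p, miR-361-3p and miR-322-5p at an adjusted p of 0.05, which the main test did not. So did DESeq2 with a CPM filter and the crossed block, both chosen after seeing the values. Both dropped 0 of the paper's 8 called miRNAs, but the pairing of the crossed block has no basis in the design. miR-222-5p was also called with DESeq2's size factors, library totals alone, no filter, at least 10 reads, both limma fits, known miRNAs alone and without CPV 02. miR-365-2-5p was called with library totals alone, both limma fits and without CPV 02, and miR-1247-3p with these and without a filter. Scaling to all small RNA reads, chosen after seeing the values, called these 3 as well. At an adjusted p of 0.1, DESeq2 also called miR-27a-5p, miR-147-3p and novel_4. So did library totals alone, no filter, limma on log2(TPM + 1), the fit without CPV 02, and the settings with the crossed block, the CPM filter and all small RNA reads. DESeq2's size factors and known miRNAs alone called miR-27a-5p and miR-147-3p, limma on log2(TPM + 0.1) called miR-27a-5p and novel_4, and at least 10 reads called miR-27a-5p.

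For predicted miRNAs changed 2-fold the paper gives 22 higher and the value here was 64. None of the alternatives set before the data were examined came within 1.5 times (8 kept by filterByExpr, 5 on log2(TPM + 1), 55 by TMM-normalized CPM, and 51 to 73 with a library left out). DESeq2 on miRNAs with a CPM of at least 0.5, chosen after seeing the values, gave 22 higher and 12 lower, where the paper has 13 lower, and dropped 0 of the paper's 3 called predicted miRNAs. It was 1 of 17 definitions tried, of which 2 gave 22 higher, the other being the DESeq2 fold changes of all miRNAs taken at the same CPM, and 0 gave both of the paper's counts. For predicted miRNAs past the filter the paper gives 75 and the main test kept 27. At least 10 reads kept 82, within 1.5 times, while DESeq2 and no filter used all 140. A CPM of at least 0.5 in at least 1 library, a filter tried after seeing the values, kept 75.

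For target genes of the 5 known miRNAs the paper gives 3182, and the lists used here hold 2067 different genes. These lists are slightly shorter than the paper's own counts. Summed over the 5 lists there are 2947 entries, or 2946 with each gene counted once per list, and Table S8 sums to 2960. This count, chosen after seeing the values, came within 1.5 times and dropped 0 of the paper's 5 miRNAs.

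The text of the paper names a form of miR-17 among the miRNAs higher in CPV, and miR-17-5p had a log2 fold change of -0.72, while miR-27a-5p, the name in Fig. 4, had 2.44. The text also names miR-361-5p as lower in one place, where the log2 fold change was 0.087, while miR-361-3p, named elsewhere, had -1.92. Fig. 6 colours miR-322 as higher and miR-222 as lower, where miR-322-5p had a log2 fold change of -2.11 and miR-222-5p 3.43, the directions given in the paper's text. The paper states that Control and CPV libraries grouped apart in the principal component analysis, and here both CPV libraries (-0.2 and 14.1) lay above both Control libraries (-11.5 and -2.4) on the first component. Over the first 2 components the Control libraries were closer to each other (10.7) than to either CPV library. The CPV libraries were 18.3 apart, more than Control 01 and CPV 02 (15.5), Control 02 and CPV 02 (16.4) and Control 02 and CPV 01 (17.2), and less than Control 01 and CPV 01 (25.6).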

Other observations

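Of the tests in this part, those of the lost predicted miRNAs, of paired counts, of hairpin arms, of cluster partners and of the isolates were chosen after the values were seen, whereas leaving out each library and the thinning of libraries were not.

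The predicted miRNAs novel_102, novel_137 and novel_141 together had 254 reads in Control and 1 in CPV, while the 18 other predicted miRNAs with at least 20 reads in Control had a ratio of CPV to Control no lower than 0.520. The paper's Table S2 shows other small RNA classes with a similar loss. tRNA reads number 2572825 over the Control libraries and 17580 over the CPV libraries, a ratio of 146, rRNA reads have a ratio of 12.3 and antisense exon reads 22.9. Lower depth is argued against, since the CPV libraries together held 1.32 times the reads of the Control libraries. If the 3 miRNAs had followed rRNA, 20.7 reads would have been expected in CPV, and if they had followed antisense exon reads 11.1. The chance of 1 read or fewer under these was 3.44e-06 and 0.00091 in a negative binomial model with the fitted dispersion. This argues against a fall by exactly the average of either class. How single fragments vary around a class average was not measured, and the 3 were chosen for their loss, so neither class is excluded as their origin. If they had followed tRNA, 1.74 reads would have been expected, with a chance of 0.491. As a hypothesis, the 3 predicted miRNAs may derive from tRNA fragments, while rRNA and antisense exon fragments stay open. The paper's order of annotation, however, placed rRNA, tRNA and genes before predicted miRNAs. Reads on the 3 had then not been assigned to those classes, which counts against each of these origins as far as that annotation was complete. The files used here hold no sequences, so their origin was not checked, and whether the tRNA reads fell through infection or through RNA quality cannot be separated in 2 libraries against 2.

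Reads on known miRNAs in the deposited counts exceeded the paper's Table S4 by 4.94% in Control 01, 4.04% in Control 02, 3.43% in CPV 01 and 3.79% in CPV 02. The 9 pairs of known miRNAs with counts within 5% of each other could account for most of it. The smaller count of each pair made up 94.4%, 94.7%, 95.1% and 93.9% of the excess in the same order. The tolerance was chosen after looking at the counts. This is a property of the counting and no biological explanation was tested. Reads on predicted miRNAs were below the paper's Table S5, with 4272 against 4642 in Control 01, 4927 against 5313 in Control 02, 8119 against 8718 in CPV 01 and 5784 against 6582 in CPV 02, and the reason was not tested.

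For 3 hairpins with a minor arm higher in CPV, the other arm changed less. The log2 fold change was 0.32 for miR-222-3p, with both CPV libraries above both Control libraries, -0.68 for miR-365-3p and -0.62 for miR-27a-3p. The log2 ratio of the arms changed by 2.62 for miR-222 (standard error 0.91, adjusted p = 0.332), 2.89 for miR-365-2 (standard error 0.72, adjusted p = 0.270) and 2.72 for miR-27a (standard error 0.76, adjusted p = 0.270) in limma over 92 hairpins. The hairpins were chosen for the pattern. For the set of the 3, limma's fry, which rests on the modelled spread, gave 0.0643, whereas an exact permutation of these libraries cannot go below 0.333. The minor arms had log2 fold changes of 3.43 for miR-222-5p, 2.33 for miR-365-2-5p and 2.44 for miR-27a-5p. The standard errors of the other arms were 0.52, 0.55 and 0.54 in the same order. For each of the 3 hairpins, the arm ratio was higher in both CPV libraries than in both Control libraries. In these counts the other arms thus rose less than the minor arms or were lower in CPV. The arm ratios of the 3 did not pass adjustment, and the hairpins were chosen for the pattern. A rise of the whole hairpin, by as much as its minor arm or by less, therefore stays open with so few libraries. miR-365-3p can come from either miR-365 hairpin, which limits that ratio. A general rise of minor arms by as much was not seen, since of 92 minor arms only these 3 reached the lowest of their log2 fold changes, 2.33. The 3 were chosen for being high, so a smaller general rise stays open. The other 89 minor arms had a median of 0.087, with 37 of them lower in CPV. This median was 0.149 above that of other miRNAs of like abundance (permutation test, two-sided p = 0.416). In a matching by bins of abundance, tried first and given here for 79 minor arms without the 3, the median was 0.26 below that of other miRNAs in the lowest bin (39 minor arms) and 0.33 below in the next (29). It was 0.18 above in the third (10), and the highest bin held 1.

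The partners of miR-322 in its cluster, miR-503-5p, miR-542-3p, miR-542-5p and miR-450a-5p, were all lower in CPV, against a log2 fold change of -2.11 for miR-322-5p. For the set of the 4 partners fry gave 0.0560. Less of the whole cluster transcript is consistent with their shared direction and cannot be told apart from chance with these libraries.

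More miRNAs were detected only in CPV (53) than only in Control (14). Depth could produce this, as the CPV libraries held 27769511 reads against 21046081. With every library thinned to the smallest, the counts were 49 and 21, so depth does not account for the whole difference. With 1 library left out the counts were 77 and 9 (without Control 01), 82 and 9 (without Control 02), 39 and 36 (without CPV 01) and 36 and 48 (without CPV 02). A group left with 1 library detects fewer miRNAs by construction, so these counts say nothing on the order.

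With CPV 01 as the only infected library 29 miRNAs were called, and with CPV 02 as the only one 5 were. CPV 01 was infected with isolate C22 and CPV 02 with VTE034. Depth is argued against as the cause, since CPV 01 had fewer reads than CPV 02, and 26 miRNAs were called when CPV 01 was thinned to 9429974 reads. A stronger response to isolate C22 may explain the 29 calls, but each isolate had 1 library, so isolate and culture cannot be told apart, and the difference between the isolates itself was not tested.

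Of 19 genes that the discussion names as lying in overlapping processes of miR-1247-3p targets, 5 were in the 228 genes listed here for miR-1247-3p, namely BCL6, DLL1, GLI3, LEF1 and WNT1.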
